# Increased serum extracellular vesicle miR-144-3p and miR-486a-3p in a mouse model of adipose tissue regeneration promote hepatocyte proliferation by targeting *Txnip*

**DOI:** 10.1371/journal.pone.0284989

**Published:** 2023-05-04

**Authors:** Yoshihiro Niitsu, Chikara Komiya, Akira Takeuchi, Kazunari Hara, Masato Horino, Jun Aoki, Rei Okazaki, Masanori Murakami, Kazutaka Tsujimoto, Kenji Ikeda, Tetsuya Yamada

## Abstract

Adipose-derived stem cells are expected to be applied to regenerative medicine for various incurable diseases including liver cirrhosis. Although microRNAs contained in extracellular vesicles (EV-miRNAs) have been implicated in their regenerative effects, the precise mechanism has not been fully elucidated. Tamoxifen-inducible adipocyte-specific insulin receptor knockout (iFIRKO) mice are known to exhibit acute adipose tissue regeneration with increased numbers of adipose stem and progenitor cells (ASPCs). Because adipose tissue is the major source of circulating EV-miRNAs, we investigated alterations in serum EV-miRNAs in iFIRKO mice. A comprehensive analysis using miRNA sequencing on serum EVs revealed that most EV-miRNAs were decreased due to the loss of mature adipocytes, but there were 19 EV-miRNAs that were increased in the serum of iFIRKO mice. Among them, miR-144-3p and miR-486a-3p were found to be increased in the liver as well as serum EVs. While the expression levels of pri-miR-144-3p and pri-miR-486a-3p were not increased in the liver, they were elevated in the adipose tissue, suggesting that these miRNAs may be delivered from ASPCs increased in the adipose tissue to the liver via EVs. Increased hepatocyte proliferation was observed in the liver of iFIRKO mice, and we found that both miR-144-3p and miR-486a-3p have a function to promote hepatocyte proliferation by suppressing *Txnip* expression as a target gene. miR-144-3p and miR-486a-3p can be candidate therapeutic tools for conditions requiring hepatocyte proliferation, such as liver cirrhosis, and our current study suggests that examining EV-miRNAs secreted *in vivo* may lead to the discovery of miRNAs involved in regenerative medicine that have not been identified by *in vitro* analysis.

## Introduction

Adipose tissue is now widely recognized as an endocrine organ as well as an energy storage organ, and many studies have reported that adipokines play pivotal roles in physiological and pathological inter-organ crosstalk [1, 2]. Excessive lipid accumulation in white adipose tissue (WAT) due to obesity, for example, causes altered adipokine secretion. In addition, hypersecretion of free fatty acids, leptin, and inflammatory cytokines from the adipose tissue is strongly involved in the development of non-alcoholic steatohepatitis (NASH) [3]. Brown adipose tissue (BAT) also secretes adipokines called batokines, such as fibroblast growth factor 21 (FGF21), which is secreted under cold condition and enhances systemic energy expenditure through thermogenesis by WAT beiging [4].

Recent studies have demonstrated that extracellular vesicles (EVs) are emerging mediators in intercellular and inter-organ communication [5, 6]. EVs are 30−1000 nm in size and are composed of lipid bilayers; they are released from almost all types of cells, containing a variety of proteins, lipids, and nucleic acids as cargos [5, 7]. Secreted EVs are taken up by other cells, and cargo molecules have a wide range of functions in the recipient cells [8]. Among the cargos of EVs, microRNAs (miRNAs) have attracted attention as they are currently known to be involved in the development and progression of various diseases, such as cancer, cardiovascular disease, and metabolic disorders [9,10,11]. miRNAs are single-stranded non-coding RNAs consisting of around 22 bases; they regulate gene expression by inhibiting the translation or degradation of mRNAs that have sequences complementary to miRNAs in the 3’-untranslated region (3’-UTR) [12, 13]. At present, many investigators have a strong interest in miRNAs contained in EVs (EV-miRNAs) secreted from adipose tissue. This is because recent research using adipose tissue-specific knockout mice of Dicer, an enzyme essential for miRNA processing, has demonstrated that adipose tissue is the major source of circulating EV-miRNAs in the blood [14]. This previous work also showed that some of the EV-miRNAs secreted from the adipose tissue are delivered to the liver, including miR-99b, which regulates the hepatic expression of its target gene *Fgf21* [14].

Adipose tissue is composed of many cell types, including adipocytes, endothelial cells, and immune cells, and each cell releases characteristic EV-miRNAs under certain circumstances. For instance, adipose tissue macrophages secrete more miR-155-containing EVs in obese mice than in lean mice, and miR-155 incorporated into insulin target organs impairs insulin sensitivity by repressing its target gene *Pparg* [15]. Mature adipocytes are differentiated from adipose stem and progenitor cells (ASPCs), and the contents of EVs secreted from ASPCs exhibit profound changes during differentiation processes [16−18]. It has been reported that mesenchymal stem cells (MSCs), including adipose-derived stem cells exert a therapeutic effect on tissue injury. It has also been elucidated that EVs secreted from these cells are responsible for most of this effect [19]. For example, MSC-derived EVs containing miR-494 have been shown to accelerate skeletal muscle regeneration in a mouse model of cardiotoxin-induced muscle injury [20], and miR-125b transferred to the liver via MSC-derived EVs has been reported to ameliorate liver fibrosis in a rat model of carbon tetrachloride-induced liver injury [21].

Because ASPCs are relatively easy to isolate, they are expected to be applied to regenerative therapy for various diseases including liver cirrhosis. Many studies have investigated EV-miRNAs secreted from ASPCs *in vitro* [22]; however, little is known about EV-miRNAs secreted *in vivo*. This is because ASPCs are minor populations in adipose tissue, making it difficult to analyze EV-miRNAs secreted from ASPCs separately from other cells. Thus, the molecular mechanism of the regenerative action caused by EVs has not been fully elucidated in most target diseases. To overcome this challenge, we focused on tamoxifen-inducible adipocyte-specific insulin receptor knockout (iFIRKO) mice and investigated the function of serum EV-miRNAs. iFIRKO mice exhibit dynamic adipose tissue regeneration accompanied by loss of pre-existing adipocytes due to abrupt lack in insulin signaling and emergence of newly differentiated adipocytes with increased numbers of ASPCs [23].

Here, we demonstrate that the profile of serum EV-miRNAs is dramatically altered in iFIRKO mice and that serum EVs isolated from these mice exert proliferative effects on hepatocytes. In addition, we demonstrate that miR-144-3p and miR-486a-3p would be delivered to the liver via serum EVs in iFIRKO mice and that both miRNAs have a function to promote hepatocyte proliferation by suppressing *Txnip* gene expression. Our data suggest that miRNAs with regenerative effects may be packaged in EVs and released into the bloodstream during acute adipose tissue regeneration with increased ASPCs and that miR-144-3p and miR-486a-3p can be candidate therapeutic tools for conditions requiring hepatocyte proliferation, such as acute liver failure and liver cirrhosis.

## Materials and methods

### Animals

All animal experiments were approved by Tokyo Medical and Dental University Committee on Animal Research (A2021-123C3, G2018-055C3). This study was conducted in accordance with the Fundamental Guidelines for Proper Conduct of Animal Experiment and Related Activities in Academic Research Institutions under the jurisdiction of the Ministry of Education, Culture, Sports, Science and Technology of Japan. C57BL/6J wild-type mice were purchased from CLEA Japan, Inc., and Adipoq-CreERT2 (stock number: 025124) and Insr (IR) flox/flox (stock number: 006955) mice from The Jackson Laboratory. We created tamoxifen-inducible adipocyte-specific insulin receptor knockout (iFIRKO) mice by crossing Adipoq-CreERT2 mice with IR flox/flox mice. The animals were housed at 25°C with a 12-h light/dark cycle and allowed free access to water and a standard diet (CE-2; 343 kcal/100 g, CLEA Japan, Inc.). Seven-week-old male iFIRKO or IR flox/flox (control) mice were intraperitoneally injected with 100 mg/kg tamoxifen (Sigma-Aldrich) for 5 consecutive days and were analyzed 3 days after the last administration of tamoxifen. Blood glucose was measured using StatStrip Xpress (Nova Biomedical). Serum insulin concentration was determined using an enzyme-linked immunosorbent assay kit (Morinaga Institute of Biological Science, Inc.).

### Histological analysis

The adipose tissue and the liver were fixed with 4% paraformaldehyde and embedded in paraffin. The sections were stained with hematoxylin and eosin (HE). The proliferative cells and the hepatocytes in the liver were detected immunohistochemically using Ki-67 (14-5698-82, Thermo Fisher Scientific Inc.) and HNF4α (3113, Cell Signaling Technology) antibodies, respectively. Ki-67 and HNF4α double-positive and HNF4α single-positive cells were counted in the whole area of the sections using ImageJ software.

### RNA isolation and quantitative RT-PCR

Total RNA was isolated using miRNeasy Mini Kit or QIAzol reagent (Qiagen). mRNA was reverse-transcribed with Random Primer (Thermo Fisher Scientific Inc.) and ReverTra Ace (Toyobo Co., Ltd.), and miRNA and primary miRNA (pri-miRNA) were reverse-transcribed using TaqMan MicroRNA Reverse Transcription Kit and High-Capacity cDNA Reverse Transcription Kit with RNase Inhibitor (Thermo Fisher Scientific Inc.), respectively. Quantitative PCR was performed using QuantStudio 6 Flex Real-Time PCR System with Fast SYBR Green Master Mix Reagent or TaqMan Fast Advanced Master Mix (Thermo Fisher Scientific Inc.). The primer sequences are presented in S1 Table. Data were normalized to the levels of *36b4* for mRNA, U6 snRNA for miRNA, or *Gapdh* for pri-miRNA, and were analyzed using the comparative CT method.

### mRNA sequencing analysis

cDNA libraries were generated from the total RNA of the liver using TruSeq stranded mRNA Library Prep Kit and were sequenced on the NovaSeq 6000 platform (Illumina) in a laboratory in DNA Chip Research, Inc. Differentially expressed genes were determined by fold change (>1.5), and gene ontology analysis was conducted using DAVID Bioinformatics Resources 6.8.

### miRNA sequencing analysis

The total RNA of EVs was isolated from the serum using miRCURY Exosome Serum/Plasma Kit and miRNeasy Micro Kit (Qiagen). cDNA libraries were prepared from pooled serum samples from seven mice using QIAseq miRNA Library Kit (Qiagen) and sequenced on the NextSeq500 platform (Illumina) in DNA Chip Research Inc. The sequencing data were analyzed on GeneGlobe Data Analysis Center (Qiagen). Differentially expressed genes were determined by fold change (>1.5), and validation studies were conducted by quantitative RT-PCR for each serum sample using TaqMan Advanced miRNA Assays and TaqMan Fast Advanced Master Mix (Thermo Fisher Scientific Inc.). Data were normalized to the levels of spike-in control cel-miR-39-3p or miR-148a-3p, a GeNorm algorithm-selected reference gene from the miRNA sequencing data.

### Western blotting

The liver and primary cultured hepatocytes were lysed in a lysis buffer (2% SDS, 4 M Urea, 1 mM EDTA, 150 mM NaCl, 50 mM Tris pH 8.0) supplemented with Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific Inc.). Immunoblotting was performed with CD9 (ab92726, Abcam Plc), TSG101 (ab125011, Abcam Plc), TXNIP (ab188865, Abcam Plc), and GAPDH (2118, Cell Signaling Technology) antibodies. Immunoblots were detected and analyzed using ECL Prime Western Blotting Detection Reagent and ImageQuant LAS 4000 mini (GE Healthcare).

### Cell culture and transfection

Hepa 1–6 cells were purchased from the American Type Culture Collection. Primary hepatocytes were isolated as previously described [24]. The cells were cultured in a humidified incubator at 37°C and 5% CO_2_ in Dulbecco’s Modified Eagle Medium (Nacalai Tesque Inc.) supplemented with 10% fetal bovine serum (Sigma-Aldrich) with or without 1−10 nM of human insulin (Eli Lilly and Company). miR-144-3p, miR-486a-3p, or Negative Control #1 mirVana mimics and Silencer Select siRNA targeting Txnip and Negative Control #1 were purchased from Thermo Fisher Scientific, Inc. Primary cultured hepatocytes were transfected with 10 nM of miRNA mimics or siRNA using Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher Scientific, Inc.) and were incubated for 36–48 h. For detection of cell proliferation, primary hepatocytes were immunocytochemically stained with Ki-67 antibody (14-5698-82, Thermo Fisher Scientific Inc.). For live cell counting, primary hepatocytes were quantified with Cell Counting Kit-8 (Dojindo).

### EV isolation

Serum samples were ultracentrifuged twice at 100,000 g at 4°C for 70 min, and the pellets were resuspended with phosphate-buffered saline (PBS). The EV size and concentration were analyzed using NanoSight LM10 (Malvern Panalytical Ltd.) in a laboratory in FUJIFILM Wako Pure Chemical Corporation.

### EV uptake assay

The isolated EVs were dyed using a PKH26 membrane labeling kit (Sigma-Aldrich) and were then washed four times on Amicon Ultra centrifugal filters (Merck Millipore) with PBS. Primary cultured hepatocytes were treated with 1 × 10^7^ particles/mL of PKH26-labeled EVs and incubated for 24 h. EVs incorporated into hepatocytes were detected using a confocal microscope (FLUOVIEW FV3000, Olympus Life Science) after washing with PBS and staining of nuclei with DAPI (Vector Laboratories).

### Dual-luciferase 3’-UTR reporter assay

The full-length *Txnip* 3’-UTR was amplified and cloned into the pmirGLO vector (Promega Corporation). The Hepa 1–6 cells were co-transfected with 0.2 μg of the vector and 100 nM of miR-144-3p, miR-486a-3p or Negative Control #1 mirVana mimics using Lipofectamine RNAiMAX Transfection Reagent and were then incubated for 48 h. The activity of Firefly luciferase normalized to that of Renilla luciferase was measured using Dual-Luciferase Reporter Assay System (Promega Corporation).

### Statistical analysis

Data were expressed as mean ± standard error of the mean and were compared using unpaired t-test for the comparison of two groups or analysis of variance with Tukey’s multiple comparisons test for the comparison of more than three groups. *p* < 0.05 was considered to be statistically significant. Statistical analysis was conducted using GraphPad Prism 9 (GraphPad Software, Inc.).

## Results

### Hepatocyte proliferation is induced in the liver of iFIRKO mice

To investigate the changes in EV-miRNAs during the rapid elimination of mature adipocytes, a major source of circulating EV-miRNAs [14], we used iFIRKO mice. As previously reported [23], 3 days after tamoxifen administration, the iFIRKO mice exhibited severe lipodystrophy with insulin resistance (S1A–S1E Fig), and the adipose tissue of iFIRKO mice was being regenerated with increased stromal cells (Fig 1A, S1F and S1G Fig). Gene expression analysis of the inguinal WAT in the iFIRKO mice revealed decreased levels of adipocyte marker genes, such as *Adipoq*, *Fabp4*, and *Lep*, and increased levels of stem and progenitor cell marker genes [17], such as *Cd34*, *Dpp4*, and *Pi16*, compared with the control mice (Fig 1B). We conducted miRNA sequencing analysis on serum EVs isolated from iFIRKO and control mice and found that most miRNAs were decreased in iFIRKO mice, reflecting the loss of mature adipocytes (Fig 1C). Of note, 19 EV-miRNAs were increased more than 1.5-fold in the serum of iFIRKO mice compared with the control mice, indicating that they may have been released into the bloodstream during the acute adipose tissue regeneration with increased ASPCs (Fig 1C).

**Fig 1:**
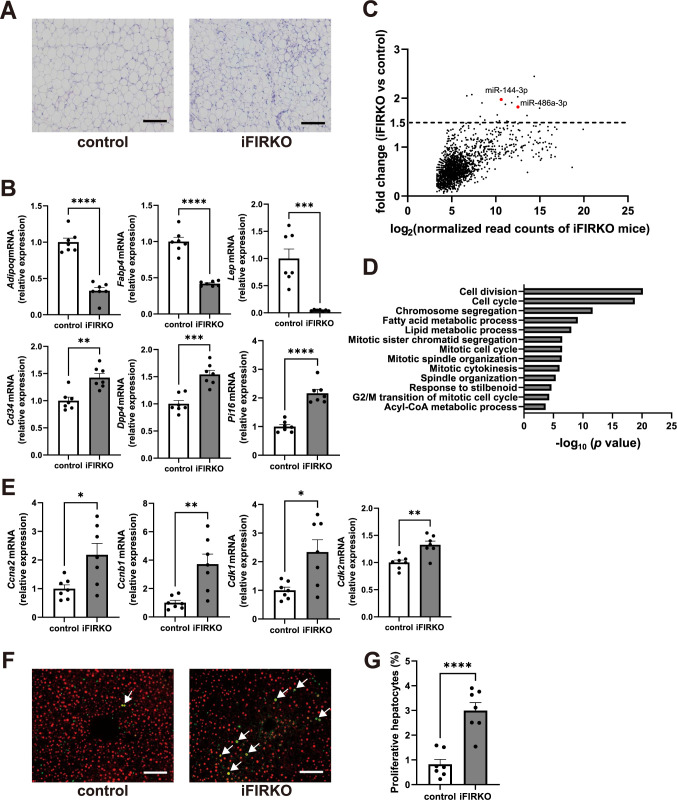
Alterations in serum EV-miRNAs and proliferation of hepatocytes are observed in iFIRKO mice. Seven-week-old male iFIRKO or IR flox/flox (control) mice were intraperitoneally injected with 100 mg/kg tamoxifen for 5 consecutive days and were analyzed 3 days after the last tamoxifen administration. (A) Representative images of HE staining of the inguinal WAT. (B) mRNA levels of adipocyte and ASPC marker genes in the inguinal WAT. (C) Plots displaying the fold change versus log_2_ normalized read counts of miRNA sequencing on serum EVs of iFIRKO mice compared with control mice. Red dots indicate miR-144-3p and miR-486a-3p. (D) Gene ontology enrichment analysis for the upregulated (>1.5-fold) genes in the liver of iFIRKO mice compared with the control mice. (E) Gene expression levels in the liver related to cell proliferation. (F) Representative images of Ki-67 (green) and HNF4α (red) immunostaining of the liver. Arrows indicate Ki-67 and HNF4α double-positive cells. (G) Quantification of proliferative hepatocytes in the liver. Original magnification, ×200. Scale bars, 100 μm. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. *n* = 7.

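Total RNA from the liver of 1 control sample and 1 iFIRKO sample was sequenced as stranded mRNA libraries on an Illumina NovaSeq instrument. iFIRKO mice carry a tamoxifen-inducible Cre recombinase under the adiponectin promoter that deletes the insulin receptor gene, *Insr*, in adipocytes. The paper describes the control mice as IR flox/flox, whereas the sample labels give them as WT. Mice aged 7 weeks received tamoxifen at 100 mg/kg on 5 days, and tissue was taken 3 days after the final dose. Neither the paper's text nor the labels state whether a library came from a single mouse or from a pool, so no difference between these libraries has a replicate check. The authors deposited, for 53342 rows named by gene symbol, the log2 of a normalized read count. On the linear scale the commonest low value, taken as 1 read pair, gave 1 factor per library, 0.9935 in the control library and 1.007 in the iFIRKO library. Division by these factors gave an estimated 42276967 reads on genes in the control library and 41305485 in the iFIRKO library, with both mates of a pair counted. Of the rows, 62.2% in the control library and 62.2% in the iFIRKO library were listed at 0, which stands for a scaled count of 1 or less. Many low values were fractions of a read, so the values were not treated as counts. The aligner, the counting tool and the genome build are not stated in the paper's text. Values were returned to the linear scale. The fold change was the iFIRKO value over the control value, each with a pseudocount of 4.18 normalized reads, which stands for a CPM of 0.1. Genes with at least 41.8 normalized reads, a CPM of 1, in 1 or both libraries were tested, which left 13400 genes. The median log2 fold change over these genes was 0.008. The minimum and the pseudocount decide how many low genes pass a fold threshold. Intervals given for single genes are 95% exact Clopper-Pearson intervals on the estimated read pairs, rounded to whole pairs, which cover counting error only and compare the 2 libraries and not the genotypes. *Insr*, which is deleted in adipocytes only, had 4246 normalized reads in the control liver and 3692 in the iFIRKO liver, a log2 fold change of -0.20 with an interval from -0.29 to -0.11.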

We then examined the gene expression changes in the liver of iFIRKO mice, as adipose tissue-derived miRNAs have been reported to be delivered to liver via EVs and regulate gene expression [14]. RNA sequencing analysis on the liver revealed that 635 genes were upregulated by more than 1.5-fold in iFIRKO mice than in the control mice, and the gene ontology analysis of these genes was strongly associated with cell proliferation (Fig 1D). 

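Of the 13400 genes tested, 597 were more than 1.5-fold higher in the iFIRKO library and 976 were more than 1.5-fold lower. Of the higher genes, 309 had under 209 normalized reads in both libraries, where counting error is largest. Without the expression minimum, which moved the count most, 1960 genes were higher. With unchanged genes and counting error alone, simulated libraries of this depth gave 131 higher and 130 lower genes. Among genes with at least 418 normalized reads in 1 or both libraries, the largest log2 fold changes were those of *Cyp4a12b* (2.94), *Cyp4a12a* (2.88), *Mfsd2a* (2.39), *Elovl3* (2.38) and *G0s2* (2.35). *Cyp4a12a* and *Cyp4a12b* are close paralogs that could share reads in the authors' counting, so their separate values are uncertain. The lowest were those of *Chrna4* (-2.91), *Igfbp2* (-2.18), *Cxcl1* (-2.14), *Slc22a26* (-1.99) and *8430408G22Rik* (-1.87).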

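The gene ontology annotation used by the authors was not used here, and the mouse Reactome sets distributed with fgsea stood in for it. Of 435 tested genes in the cell-cycle sets, 39 were among the higher genes, against a median of 16 (95% range 9 to 25) in 10000 random gene sets of the same size matched on mean expression. In the set for mitotic prometaphase, 20 of 96 tested genes were higher, against a median of 4 in the matched random sets. Of 414 tested genes in the lipid metabolism sets, 27 were higher, against a median of 14 (95% range 8 to 21), and 43 were lower, against a median of 19. Of the 93 tested genes in the S and G2/M phase lists distributed with Seurat, 34 were higher and 4 lower, and their median log2 fold change of 0.26 lay above every one of 10000 matched random lists. The G2/M list alone had a median of 0.76, with 32 of 53 genes higher and none lower. The S list alone had a median of -0.10, within the range of its matched random lists (-0.12 to 0.10), with 2 of 40 genes higher and 4 lower.

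**Figure D1:**
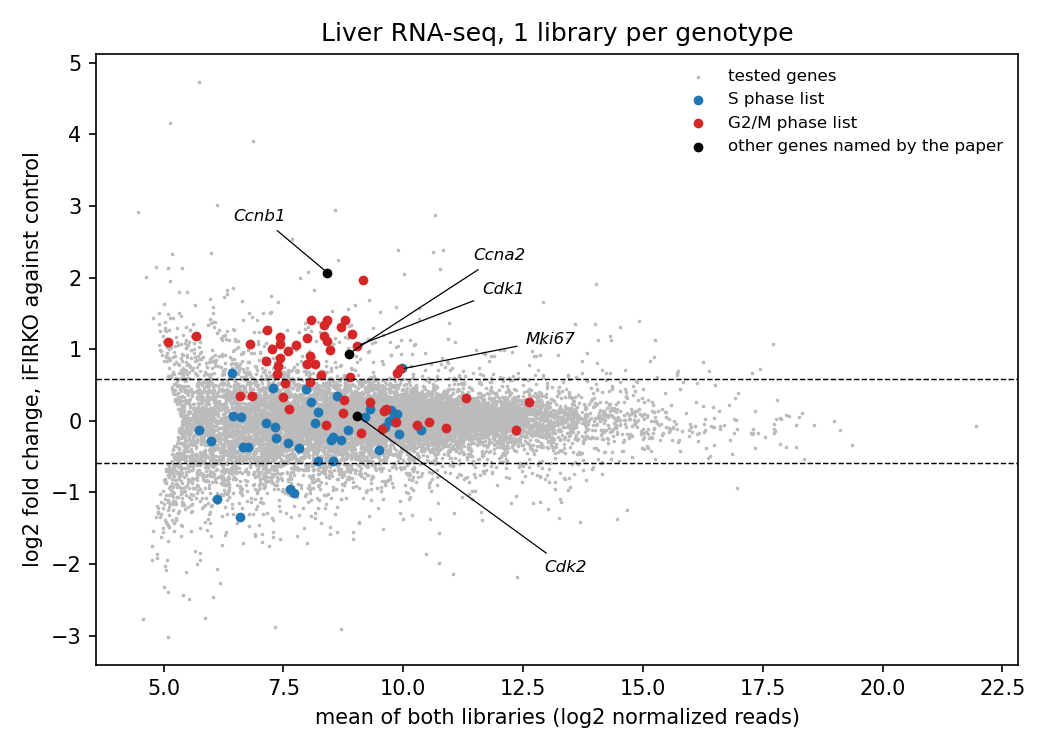
Each point is 1 of the 13400 tested genes. The x axis is the mean of both libraries in log2 normalized reads and the y axis is the log2 fold change of the iFIRKO library over the control library. Dashed lines mark a 1.5-fold change. Red points are the G2/M list, of which 32 of 53 lie above the upper line, and blue points are the S list, of which 2 of 40 do.

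*Ccnb1* (chromosome 13 of GRCm38, 100778650 to 100786570) had 129.2 normalized reads in the control library and 555.3 in the iFIRKO library, a log2 fold change of 2.07 with an interval from 1.71 to 2.52. *Cdk1* (chromosome 10, 69335146 to 69352938) rose from 340.0 to 706.3 normalized reads, a log2 fold change of 1.05 with an interval from 0.79 to 1.33. *Ccna2* (chromosome 3, 36564865 to 36572150) rose from 317.6 to 610.4, a log2 fold change of 0.93 with an interval from 0.66 to 1.23. For *Mki67* (chromosome 7, 135689784 to 135716361) the values were 739.2 and 1221, a log2 fold change of 0.72. *Cdk2* (chromosome 10, 128697939 to 128705031) had 510.9 and 537.8 normalized reads, and its log2 fold change of 0.07 was not distinguishable from no difference at this depth, with an interval from -0.18 to 0.33. From the gene ontology terms of the higher genes, the paper states that these genes were strongly associated with cell proliferation (Fig 1D).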

Quantitative RT-PCR assays demonstrated a significant increase in the expression of cell cycle-promoting genes, such as *Ccna2*, *Ccnb1*, *Cdk1*, and *Cdk2*, in the liver of iFIRKO mice compared with control mice (Fig 1E). Furthermore, liver immunohistochemistry revealed that the number of Ki-67-positive cells was increased in iFIRKO mice and that the majority of Ki-67-positive cells were merged with HNF4α, indicating that hepatocyte proliferation was enhanced in the liver of iFIRKO mice (Fig 1F and 1G).

### Serum EVs of iFIRKO mice promote cell proliferation in primary cultured hepatocytes

Since hyperglycemia, hyperinsulinemia, or potential changes in other humoral factors may affect hepatocyte proliferation in iFIRKO mice, we next determined whether serum EVs of iFIRKO mice are actually involved in hepatocyte proliferation. We obtained EVs from the serum of iFIRKO and control mice and added them to primary cultured hepatocytes of wild-type mice. Western blotting confirmed that the ultracentrifugation-purified serum EVs were positive for the EV markers CD9 and TSG101 (Fig 2A), and nanoparticle tracking analysis revealed comparable EV concentrations and size distributions between the iFIRKO and control mice (Fig 2B). Fluorescence microscopy imaging showed that PKH26-labeled serum EVs isolated from iFIRKO and control mice appeared to be incorporated into perinuclear area of hepatocytes to the same extent (Fig 2C). Intriguingly, hepatocytes treated with serum EVs of iFIRKO mice exhibited significantly higher levels of *Mki67* expression than those treated with serum EVs of control mice (Fig 2D). These observations indicate that the differences in the serum EV cargos between iFIRKO and control mice affect hepatocyte proliferation.

**Fig 2:**
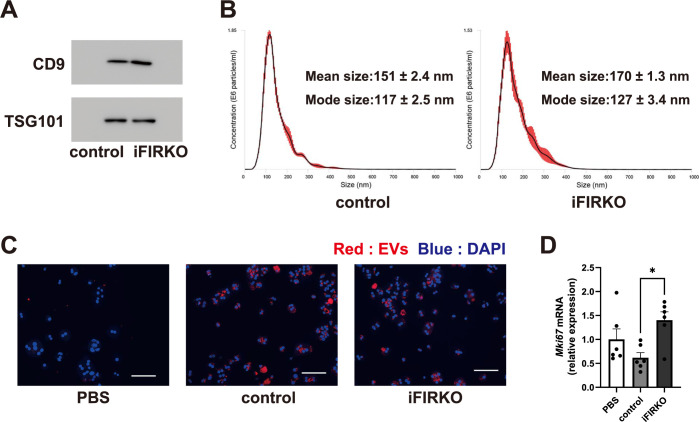
Serum EVs of iFIRKO mice promote hepatocyte proliferation *in vitro*. (A) Representative immunoblots of EV markers against EVs isolated from the serum of iFIRKO and control mice. (B) Size and concentration profiles of isolated EVs measured by nanoparticle tracking analysis. (C) Representative images and (D) *Mki67* mRNA levels of primary cultured hepatocytes treated with 1 × 10^7^ particles/mL of PKH26-labeled EVs (red) or PBS containing PKH26 dye. Blue: DAPI. Original magnification, ×200. Scale bars, 100 μm. *p < 0.05. *n* = 6.

### miR-144-3p and miR-486a-3p would be delivered to the liver via serum EVs in iFIRKO mice

We then explored miRNAs that were both increased in the serum EVs and liver of iFIRKO mice, as miRNAs delivered to the liver via circulating EVs may promote hepatocyte proliferation. Of the 19 EV-miRNAs found to be increased in the serum of iFIRKO mice by miRNA sequencing analysis, miR-16-2-3p, miR-144-3p, miR-451a, and miR-486a-3p were validated by quantitative RT-PCR assays for individual serum sample (Fig 3A, S2 Fig). Quantitative analysis of these miRNAs in the liver revealed that miR-144-3p and miR-486a-3p were significantly increased in iFIRKO mice compared with the control mice (Fig 3B). Importantly, the expression level of pri-miR-144-3p was not elevated and that of pri-miR-486a-3p was rather reduced in the liver of iFIRKO mice (Fig 3C). Mature miRNAs are generated from primary miRNAs through multiple steps of processing and can be released out of cells [25]. Because primary miRNAs are transcripts of miRNA genes and are localized in the nucleus of the original cell, the discrepancy in the amounts of mature miRNA and primary miRNA suggests that there is an influx or efflux of mature miRNAs in the cell [25]. The expression levels of pri-miR-144-3p and pri-miR-486a-3p were strongly elevated in the adipose tissue of iFIRKO mice, except for pri-miR-486a-3p in the epididymal WAT (Fig 3D, S3A Fig). Notably, mature forms of both miRNAs were not increased in the adipose tissue of iFIRKO mice (Fig 3E, S3B Fig). Taken together, these results suggest that miR-144-3p and miR-486a-3p would be delivered to the liver via serum EVs in iFIRKO mice, with the adipose tissue being a possible origin.

**Fig 3:**
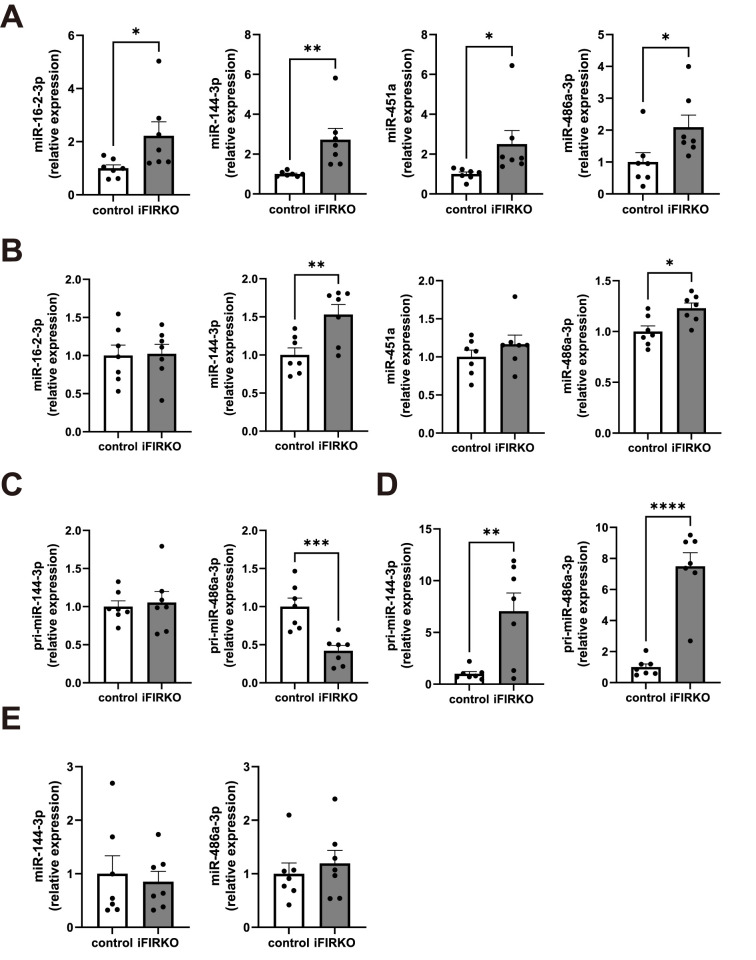
miR-144-3p and miR-486a-3p would be delivered to the liver via serum EVs in iFIRKO mice. (A) Increased serum EV-miRNAs validated by quantitative RT-PCR. Data were normalized to the levels of miR-148a-3p, which is a GeNorm algorithm-selected reference gene from the miRNA sequencing data. (B) Mature miRNA levels in the liver. Expression levels of pri-miR-144-3p and pri-miR-486a-3p in (C) the liver and (D) the inguinal WAT. (E) Levels of mature miR-144-3p and miR-486a-3p in the inguinal WAT. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. *n* = 7.

### miR-144-3p or miR-486a-3p mimic promotes cell proliferation in primary cultured hepatocytes

To determine whether miR-144-3p and miR-486a-3p that were increased in the liver of iFIRKO mice contribute to hepatocyte proliferation, we conducted transfection experiments with primary cultured hepatocytes using miRNA mimics. Compared with the negative control miRNA mimics, the transfection of miR-144-3p or miR-486a-3p mimics into hepatocytes showed significant elevations in the expression of cell cycle-promoting genes, such as *Ccna2*, *Cdk1*, *Cdk2*, and *Mki67*, as observed in the liver of iFIRKO mice (Fig 4A). Cell proliferation was confirmed by Ki-67 immunostaining (S4 Fig) and a live cell counting assay (Fig 4B) 48 h after the transfection of miR-144-3p or miR-486a-3p mimics into the hepatocytes. Because the serum levels of insulin were increased in iFIRKO mice (S1D Fig), we changed the insulin concentration in the culture medium and conducted the same transfection study. However, the insulin concentration in the culture medium did not affect the hepatocyte proliferation caused by the transfection of miR-144-3p or miR-486a-3p mimics (Fig 4C).

**Fig 4:**
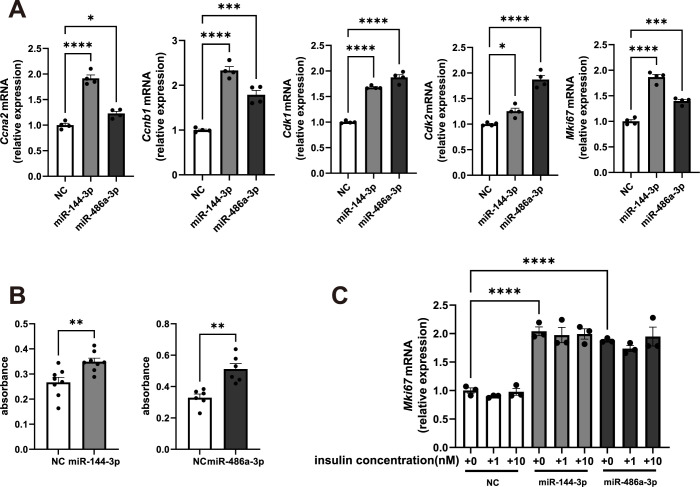
Transfection of miR-144-3p or miR-486a-3p mimics into hepatocytes results in cell proliferation *in vitro*. Primary cultured hepatocytes were transfected with 10 nM of negative control (NC), miR-144-3p, or miR-486a-3p mimics. (A) Gene expression levels related to cell proliferation. (B) Cell proliferation assessed using a live cell counting kit. (C) *Mki67* mRNA levels at increasing insulin concentrations in the medium. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. *n* = 3−6.

### *Txnip* is a direct target of miR-144-3p and miR-486a-3p, and hepatocyte proliferation in the liver of iFIRKO mice would be induced by suppressing *Txnip* expression

To elucidate the molecular mechanism by which miR-144-3p and miR-486a-3p promote hepatocyte proliferation, we screened the candidate target genes of these miRNAs by bioinformatics analyses. 

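The thioredoxin-interacting protein gene, *Txnip* (ENSMUSG00000038393.14), lies on the forward strand of chromosome 3 of GRCm38 from 96557957 to 96561883. In the GENCODE M21 annotation its transcript ENSMUST00000074519.12 has 8 exons and a 3′UTR of 1354 nt, from 96560530 to 96561883. The sequence drawn in Fig 5A opposite miR-144-3p, CAGTAGACCATCATCTGTGCCATGG, occurs 1 time in this transcript, at positions 371 to 395 of the 3′UTR (96560900 to 96560924). The sequence drawn opposite miR-486a-3p, CATTCTACATTGAGATGCCCCAG, also occurs 1 time, at positions 998 to 1020 (96561527 to 96561549). A seed is the 5′ stretch of a miRNA that pairs with its target. The 3′UTR holds 0 matches to positions 2 to 8 of miR-144-3p and 0 to those of miR-486a-3p. The site for miR-486a-3p holds the 7mer-A1 match TGCCCCA, which pairs with positions 2 to 7 and is followed by an A, and the 3′UTR holds no such match for miR-144-3p.

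**Figure D2:**
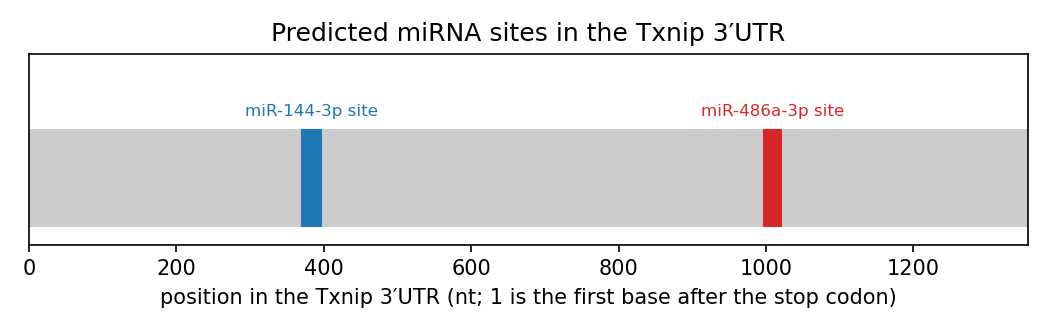
The 3′UTR of *Txnip* drawn to scale in nt from the first base after the stop codon. The blue bar at 371 to 395 is the site for miR-144-3p and the red bar at 998 to 1020 the site for miR-486a-3p.

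In the liver libraries *Txnip* had 7320 normalized reads in control and 4051 in iFIRKO, a log2 fold change of -0.85 (interval -0.93 to -0.77) without replicates.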

Using miRNA target prediction tools TargetScan [26] and RNAhybrid [27], we found that *Txnip* (thioredoxin-interacting protein) can be a common target gene of both miR-144-3p and miR-486a-3p (Fig 5A). TXNIP is a member of the α-arrestin family and has been identified as a protein that regulates the cellular redox homeostasis [28]. Recent studies have demonstrated that TXNIP also plays an inhibitory role in cellular growth, and one of its mechanisms is to act suppressively on the *Ccna2* promoter [29].

**Fig 5:**
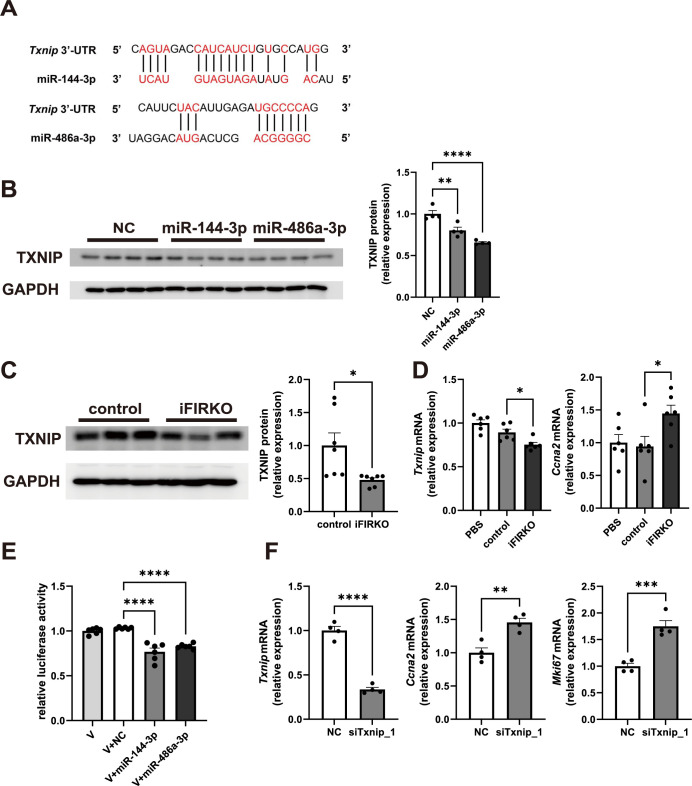
miR-144-3p and miR-486a-3p promote hepatocyte proliferation by directly targeting *Txnip*. (A) *Txnip* 3’-UTR target sequences of miR-144-3p and miR-486a-3p predicted using miRNA target prediction tools. Representative immunoblots and quantification of TXNIP in (B) primary cultured hepatocytes transfected with NC, miR-144-3p, or miR-486a-3p mimics (*n* = 4) and (C) the liver (*n* = 7). (D) *Txnip and Ccna2* mRNA levels of primary cultured hepatocytes treated with EVs or vehicle (PBS) (*n* = 6). (E) Dual-luciferase assay in Hepa 1–6 cells transfected with 0.2 μg of the 3’-UTR reporting vector containing Firefly luciferase gene followed by *Txnip* 3’-UTR sequence (V) or co-transfected with 0.2 μg of the same vector and 100 nM of negative control (NC), miR-144-3p, or miR-486a-3p mimics (*n* = 6). (F) *Txnip*, *Ccna2*, and *Mki67* mRNA levels of primary cultured hepatocytes transfected with 10 nM of scrambled (NC) or *Txnip*-targeting siRNA (siTxnip_1) (*n* = 4). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

We conducted Western blotting for TXNIP in primary cultured hepatocytes transfected with miRNA mimics and found that the TXNIP levels were actually decreased in both hepatocytes transfected with miR-144-3p or miR-486a-3p mimics compared with the negative control miRNA mimics (Fig 5B). It is noteworthy that the TXNIP expression was also significantly reduced in the liver of iFIRKO mice (Fig 5C). Furthermore, primary cultured hepatocytes treated with serum EVs of iFIRKO mice exhibited higher expression of *Ccna2* with lower expression of *Txnip* than those treated with serum EVs of control mice (Fig 5D).

To determine whether *Txnip* is a direct target of miR-144-3p and miR-486a-3p, we next conducted dual-luciferase 3’-UTR reporter assays. Hepa 1–6 cells were co-transfected with miRNA mimics and expression vectors of the Firefly luciferase gene, followed by the *Txnip* 3’-UTR sequence. The activity levels of Firefly luciferase were significantly reduced in the vector-introduced cells with transfection of miR-144-3p or miR-486a-3p mimics compared with those with transfection of negative control miRNA mimics (Fig 5E).

Finally, we investigated whether the suppression of *Txnip* expression alone is sufficient to promote hepatocyte proliferation. Primary cultured hepatocytes transfected with *Txnip*-targeting siRNAs exhibited higher levels of *Mki67* expression than those transfected with scrambled control siRNA, accompanied by an upregulated expression of *Ccna2* (Fig 5F, S5 Fig).

These observations indicate that *Txnip* is a direct target of miR-144-3p and miR-486a-3p and that the suppression of *Txnip* gene expression by these miRNAs would be responsible for the hepatocyte proliferation in the liver of iFIRKO mice.

## Discussion

Regenerative medicine is expected to be a novel therapeutic strategy to overcome diseases that remain incurable until now. MSCs are promising cells for the regeneration of damaged tissues owing to their anti-apoptotic, cell proliferative, and immunoregulatory properties [19]. Liver cirrhosis is a life-threatening condition with decreased viable hepatocytes, and since there is no effective treatment option other than liver transplantation, regenerative therapy using MSCs has been vigorously investigated for this disease [22, 30]. While animal studies have achieved compelling results of MSC administration for liver regeneration, the efficacy observed in current clinical studies appears to be modest and lower than expected [22]. The reasons for this are still unknown, and to achieve therapeutic applications, it seems necessary to identify the molecules responsible for the regenerative effects and to elucidate the precise mechanism.

Recently, EVs have been recognized to play significant roles in tissue regeneration as the administration of EVs secreted from MSCs instead of MSCs themselves has shown similar effects in animal models of liver fibrosis [31]. Since identifying and administering the responsible molecule in EVs is the most reliable and safest way to realize the desired effect, many researchers are searching for it in the contents of EVs secreted from cultured MSCs. However, few definitive molecules have been found to exert a regenerative effect on liver cirrhosis to date, and it is assumed that the profile of EVs secreted from MSCs cultured and expanded on plastic dishes differs from that of EVs actually secreted from MSCs *in vivo* [32].

Adipose tissue has relatively abundant MSCs as a subset of ASPCs and is recognized as a source of MSCs for regenerative therapy. In this study, we used a unique mouse model in which ASPCs are acutely increased in the adipose tissue and examined serum EV-miRNAs that are presumably influenced by alterations in their release from the adipose tissue. We found increased hepatocyte proliferation in the liver of iFIRKO mice and that the serum EVs of iFIRKO mice are capable of promoting cell proliferation in primary cultured hepatocytes independent of insulin action. We also found that miR-144-3p and miR-486a-3p were simultaneously increased in the serum EVs and liver of iFIRKO mice and demonstrated that miR-144-3p and miR-486a-3p both promote hepatocyte proliferation by suppressing *Txnip* expression. One of the limitations of this study is that quantitative comparison of miRNA in each organ relies on the comparative CT method, the accuracy of which is reportedly not as high as other methods [33]. Also, elevated levels of miRNA in the liver do not necessary indicate that these miRNAs are delivered directly from ASPCs increased in the adipose tissue to the hepatocytes via circulating EVs. However, the fact that primary forms of these miRNAs were upregulated in the adipose tissue but not in the liver in mice with adipocyte-specific acute insulin receptor knockout would support the delivery of miRNA from adipose tissue to the liver.

TXNIP was originally identified in HL-60 cells as a protein upregulated by vitamin D3 treatment. At present, it is known to have diverse functions in inflammation and cell proliferation [34, 35]. A previous study using cell lines reported that TXNIP inhibits *Ccna2* promoter activity and induces cell cycle arrest [29], and we confirmed that *Txnip* knockdown using siRNA upregulates *Ccna2* expression in primary cultured hepatocytes in this study. *Txnip* expression was decreased in hepatocytes transfected with miR-144-3p or miR-486a-3p, in hepatocytes treated with serum EVs of iFIRKO mice, and in the liver of iFIRKO mice, all accompanied by increased *Ccna2* and *Mki67* expressions. This suggests that *Txnip* suppression by these miRNAs play an important role in hepatocyte proliferation. Improved recovery from liver injury by enhancing hepatocyte proliferation has been reported in mice [36], and previous research demonstrated that *Txnip* knockout mice show accelerated liver generation following partial hepatectomy [37]. Therefore, miR-144-3p and miR-486a-3p might have therapeutic value against acute liver failure and liver cirrhosis with reduced endogenous regenerative capacity.

With the increase in the prevalence of obesity, an increasing number of patients are affected by NASH, one of the most common causes of liver cirrhosis nowadays [38]. It was reported that *Txnip* expression is elevated in the liver of high-fat diet-induced obese mice and that the levels of *Txnip* expression are positively related to the progression of NASH [39]. Because *Txnip* has been reported to activate NOD-like receptor family protein 3 (NLRP3) under oxidative stress [40], *Txnip* may be involved in exacerbating inflammation in addition to inhibiting regeneration in the liver of patients with NASH; in any case, *Txnip* suppression would improve the pathophysiology of NASH.

In general, the promotion of cell proliferation is associated with carcinogenesis, and reduced *TXNIP* expression has been reported in several cancers, including hepatocellular carcinoma [41]. It was also demonstrated that congenital *Txnip*-deficient mice exhibit a high incidence of hepatocellular carcinoma, with up to 66% of mice developing liver cancers by 20−24 months of age [42]. Nevertheless, transient suppression of *Txnip* by miRNAs may not result in such a high risk of carcinogenesis. Further studies are needed to determine the efficacy and safety of suppressing *Txnip* as a therapeutic target for incurable liver diseases including liver cirrhosis caused by NASH.

In conclusion, we provide evidence that several miRNAs are increased in serum EVs during acute adipose tissue regeneration with increased ASPCs. Among them were miR-144-3p and miR-486a-3p, which promote hepatocyte proliferation. Our study indicates that examining EV-miRNAs secreted from MSCs *in vivo* may lead to the discovery of previously unidentified molecules involved in regenerative therapy using MSCs and their EVs.

## Supporting information

S1 Fig iFIRKO mice exhibit severe lipodystrophy with insulin resistance. (A) Body weight, and (B) weights of inguinal WAT, epididymal WAT, and BAT. Levels of (C) blood glucose and (D) serum insulin. (E) *Insr* mRNA levels of the adipose tissue and liver. Representative images of HE staining of (F) the epididymal WAT and (G) the BAT. Original magnification, ×200. Scale bars, 100 μm. ***p < 0.001, ****p < 0.0001. *n* = 7.
(PDF) Click here for additional data file.

S2 Fig Validation of increased serum EV-miRNAs by quantitative RT-PCR using spike-in control. Levels of serum EV-miRNAs normalized to those of spike-in control cel-miR-39-3p. **p < 0.01, ***p < 0.001, ****p < 0.0001. *n* = 10.
(PDF) Click here for additional data file.

S3 Fig Levels of primary and mature form of miRNAs in the epididymal WAT and BAT of iFIRKO mice. Levels of (A) primary form and (B) mature form of miR-144-3p and miR-486a-3p in the epididymal WAT and the BAT. *p < 0.05, ****p < 0.0001. *n* = 7.
(PDF) Click here for additional data file.

S4 Fig Primary cultured hepatocytes transfected with miR-144-3p or miR-486a-3p mimics exhibit cell proliferation. Representative images of Ki-67 (green) immunostaining of primary hepatocytes transfected with 10 nM of negative control (NC), miR-144-3p, or miR-486a-3p mimics. Blue: DAPI. Original magnification, ×200. Scale bars, 100 μm. *n* = 4.
(PDF) Click here for additional data file.

S5 Fig Knockdown of *Txnip* in primary cultured hepatocytes using another siRNA. *Txnip*, *Ccna2*, and *Mki67* mRNA levels of primary cultured hepatocytes transfected with 10 nM of scrambled or *Txnip*-targeting siRNA (siTxnip_2). *p < 0.05, ***p < 0.001. *n* = 3.
(PDF) Click here for additional data file.

S1 Table List of primers. (PDF) Click here for additional data file.

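S1 Table gives the forward and reverse primers of 13 genes measured by quantitative RT-PCR, each written from 5′ to 3′. The paper normalized these mRNA levels to *36b4*, also named *Rplp0*, and used the comparative CT method, in which a difference in threshold cycle is read as a fold difference. Both primers of 11 of the 13 pairs were found exactly in transcripts of the gene they are listed for in GENCODE M21, with products of 103 to 228 bp. For the other 2 pairs a printed primer differed from its gene's transcripts. The forward and reverse primers of *Ccna2* each differed by an edit distance of 1, as did the forward primer of *Pi16*. The forward primer of *Ccnb1* was also found in 3 other genes, *Ccnb1-ps*, *Gm12856* and *Gm4870*, and the reverse primer in *Ccnb1* alone.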

S1 Raw images All original blot images. (PDF) Click here for additional data file.

# Supplementary material for: Increased serum extracellular vesicle miR-144-3p and miR-486a-3p in a mouse model of adipose tissue regeneration promote hepatocyte proliferation by targeting Txnip
**Source:** PLoS One. 2023 May 4;18(5):e0284989. doi: 10.1371/journal.pone.0284989
**Supplement:** S1 Table

| Gene          | Primer sequence                                              |
|---------------|--------------------------------------------------------------|
| <i>Adipoq</i> | Fw : ATGGCAGAGATGGCACTCCT<br>Rv : CCTTCAGCTCCTGTCATTCCA      |
| <i>Ccna2</i>  | Fw : GCCTTCACCATTTCATGTGGAT<br>Rv : TTGCTGCGGGTAAAGAGACAG    |
| <i>Ccnb1</i>  | Fw : AAGGTGCCTGTGTGTGAACC<br>Rv : GTCAGCCCCATCATCTGCG        |
| <i>Cd34</i>   | Fw : AAGGCTGGGTGAAGACCCTTA<br>Rv : TGAATGGCCGTTTCTGGAAGT     |
| <i>Cdk1</i>   | Fw : AGAAGGTACTTACGGTGTGGT<br>Rv : GAGAGATTTCCCGAATTGCAGT    |
| <i>Cdk2</i>   | Fw : CCTGCTTATCAATGCAGAGGG<br>Rv : TGCGGGTCACCATTTCAGC       |
| <i>Dpp4</i>   | Fw : ACCGTGGAAGGTTCTTCTGG<br>Rv : CACAAAGAGTAGGACTTGACCC     |
| <i>Fabp4</i>  | Fw : AAGGTGAAGAGCATCATAACCCT<br>Rv : TCACGCCTTTCATAACACATTCC |
| <i>Insr</i>   | Fw : TCTGAGAAAGAGGCAGCCG<br>Rv : GCACGTACACAGAAGATGGA        |
| <i>Lep</i>    | Fw : GAGACCCCTGTGTCGGTTC<br>Rv : CTGCGTGTGTGAAATGTCATTG      |
| <i>Mki67</i>  | Fw : ATCATTGACCGCTCCTTTAGGT<br>Rv : GCTCGCCTTGATGGTTCCT      |
| <i>Pi16</i>   | Fw : GGGGCCACAACAAGAACG<br>Rv : CACATCTGGTTCGGATCGCA         |
| <i>Txnip</i>  | Fw : TCTTTTGAGGTGGTCTTCAACG<br>Rv : GCTTTGACTCGGGTAACTTCACA  |

# Supplementary material for: Increased serum extracellular vesicle miR-144-3p and miR-486a-3p in a mouse model of adipose tissue regeneration promote hepatocyte proliferation by targeting Txnip
**Source:** PLoS One. 2023 May 4;18(5):e0284989. doi: 10.1371/journal.pone.0284989
**Supplement:** S1 Raw images

Fig 2A

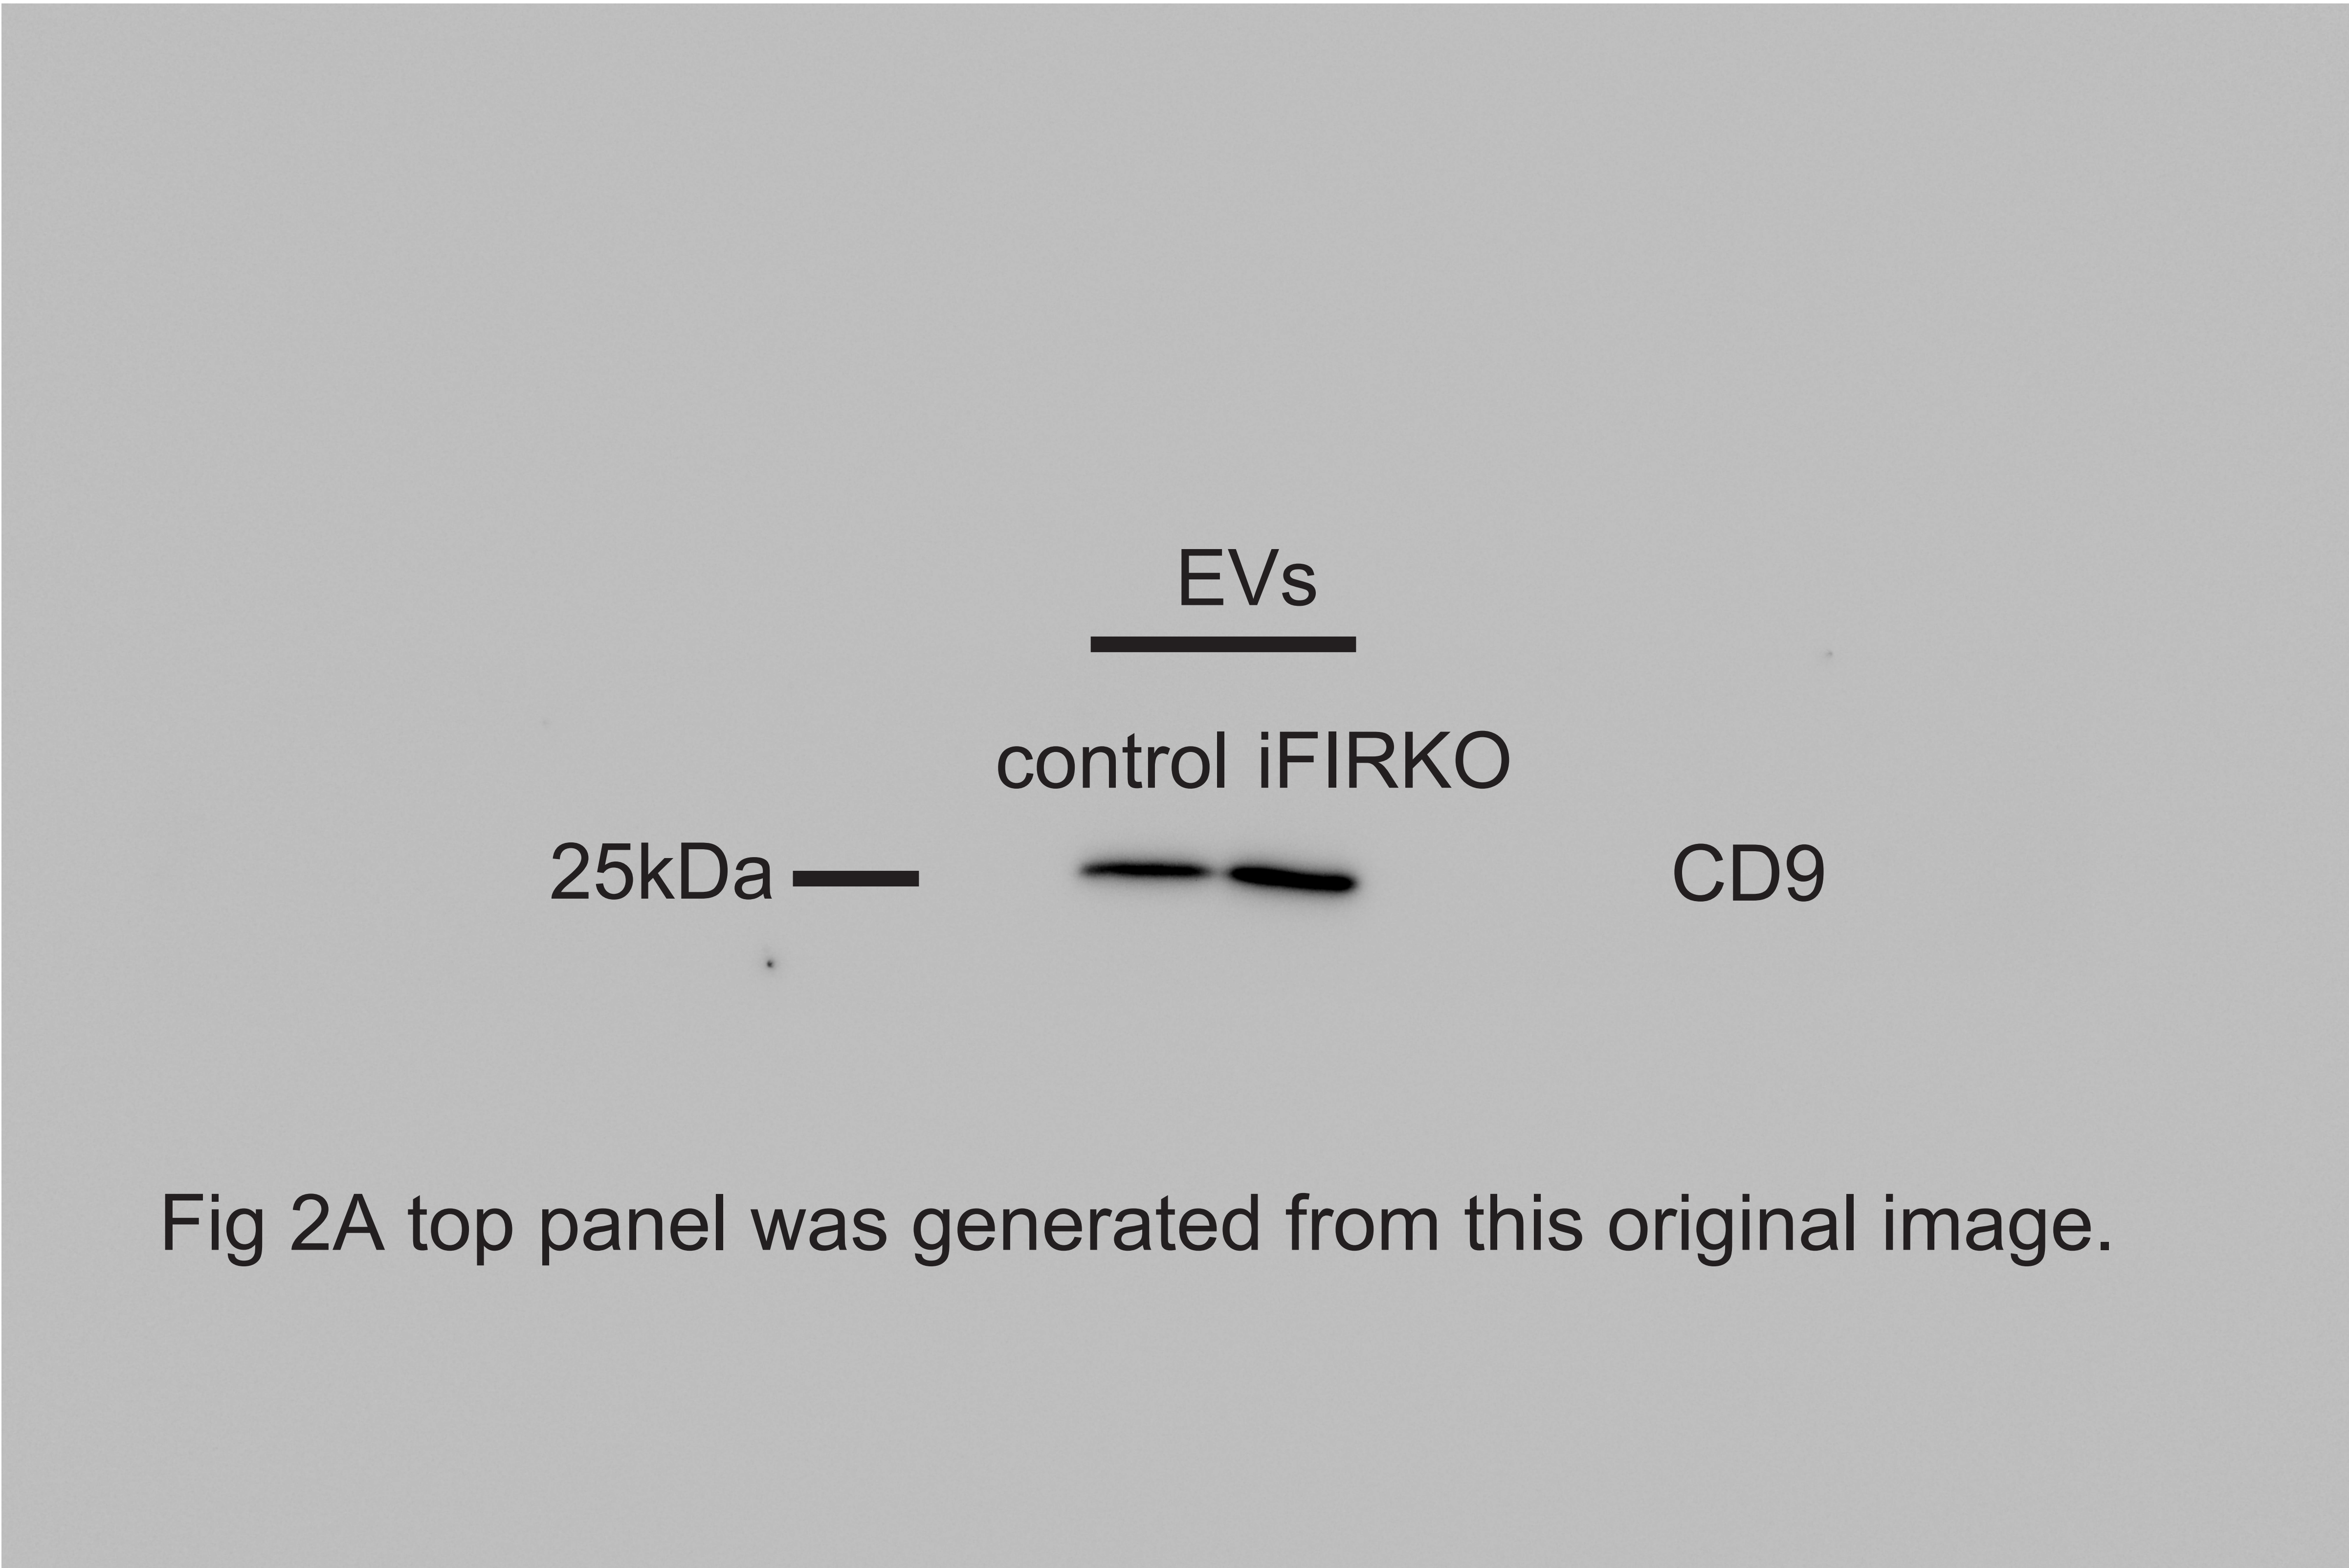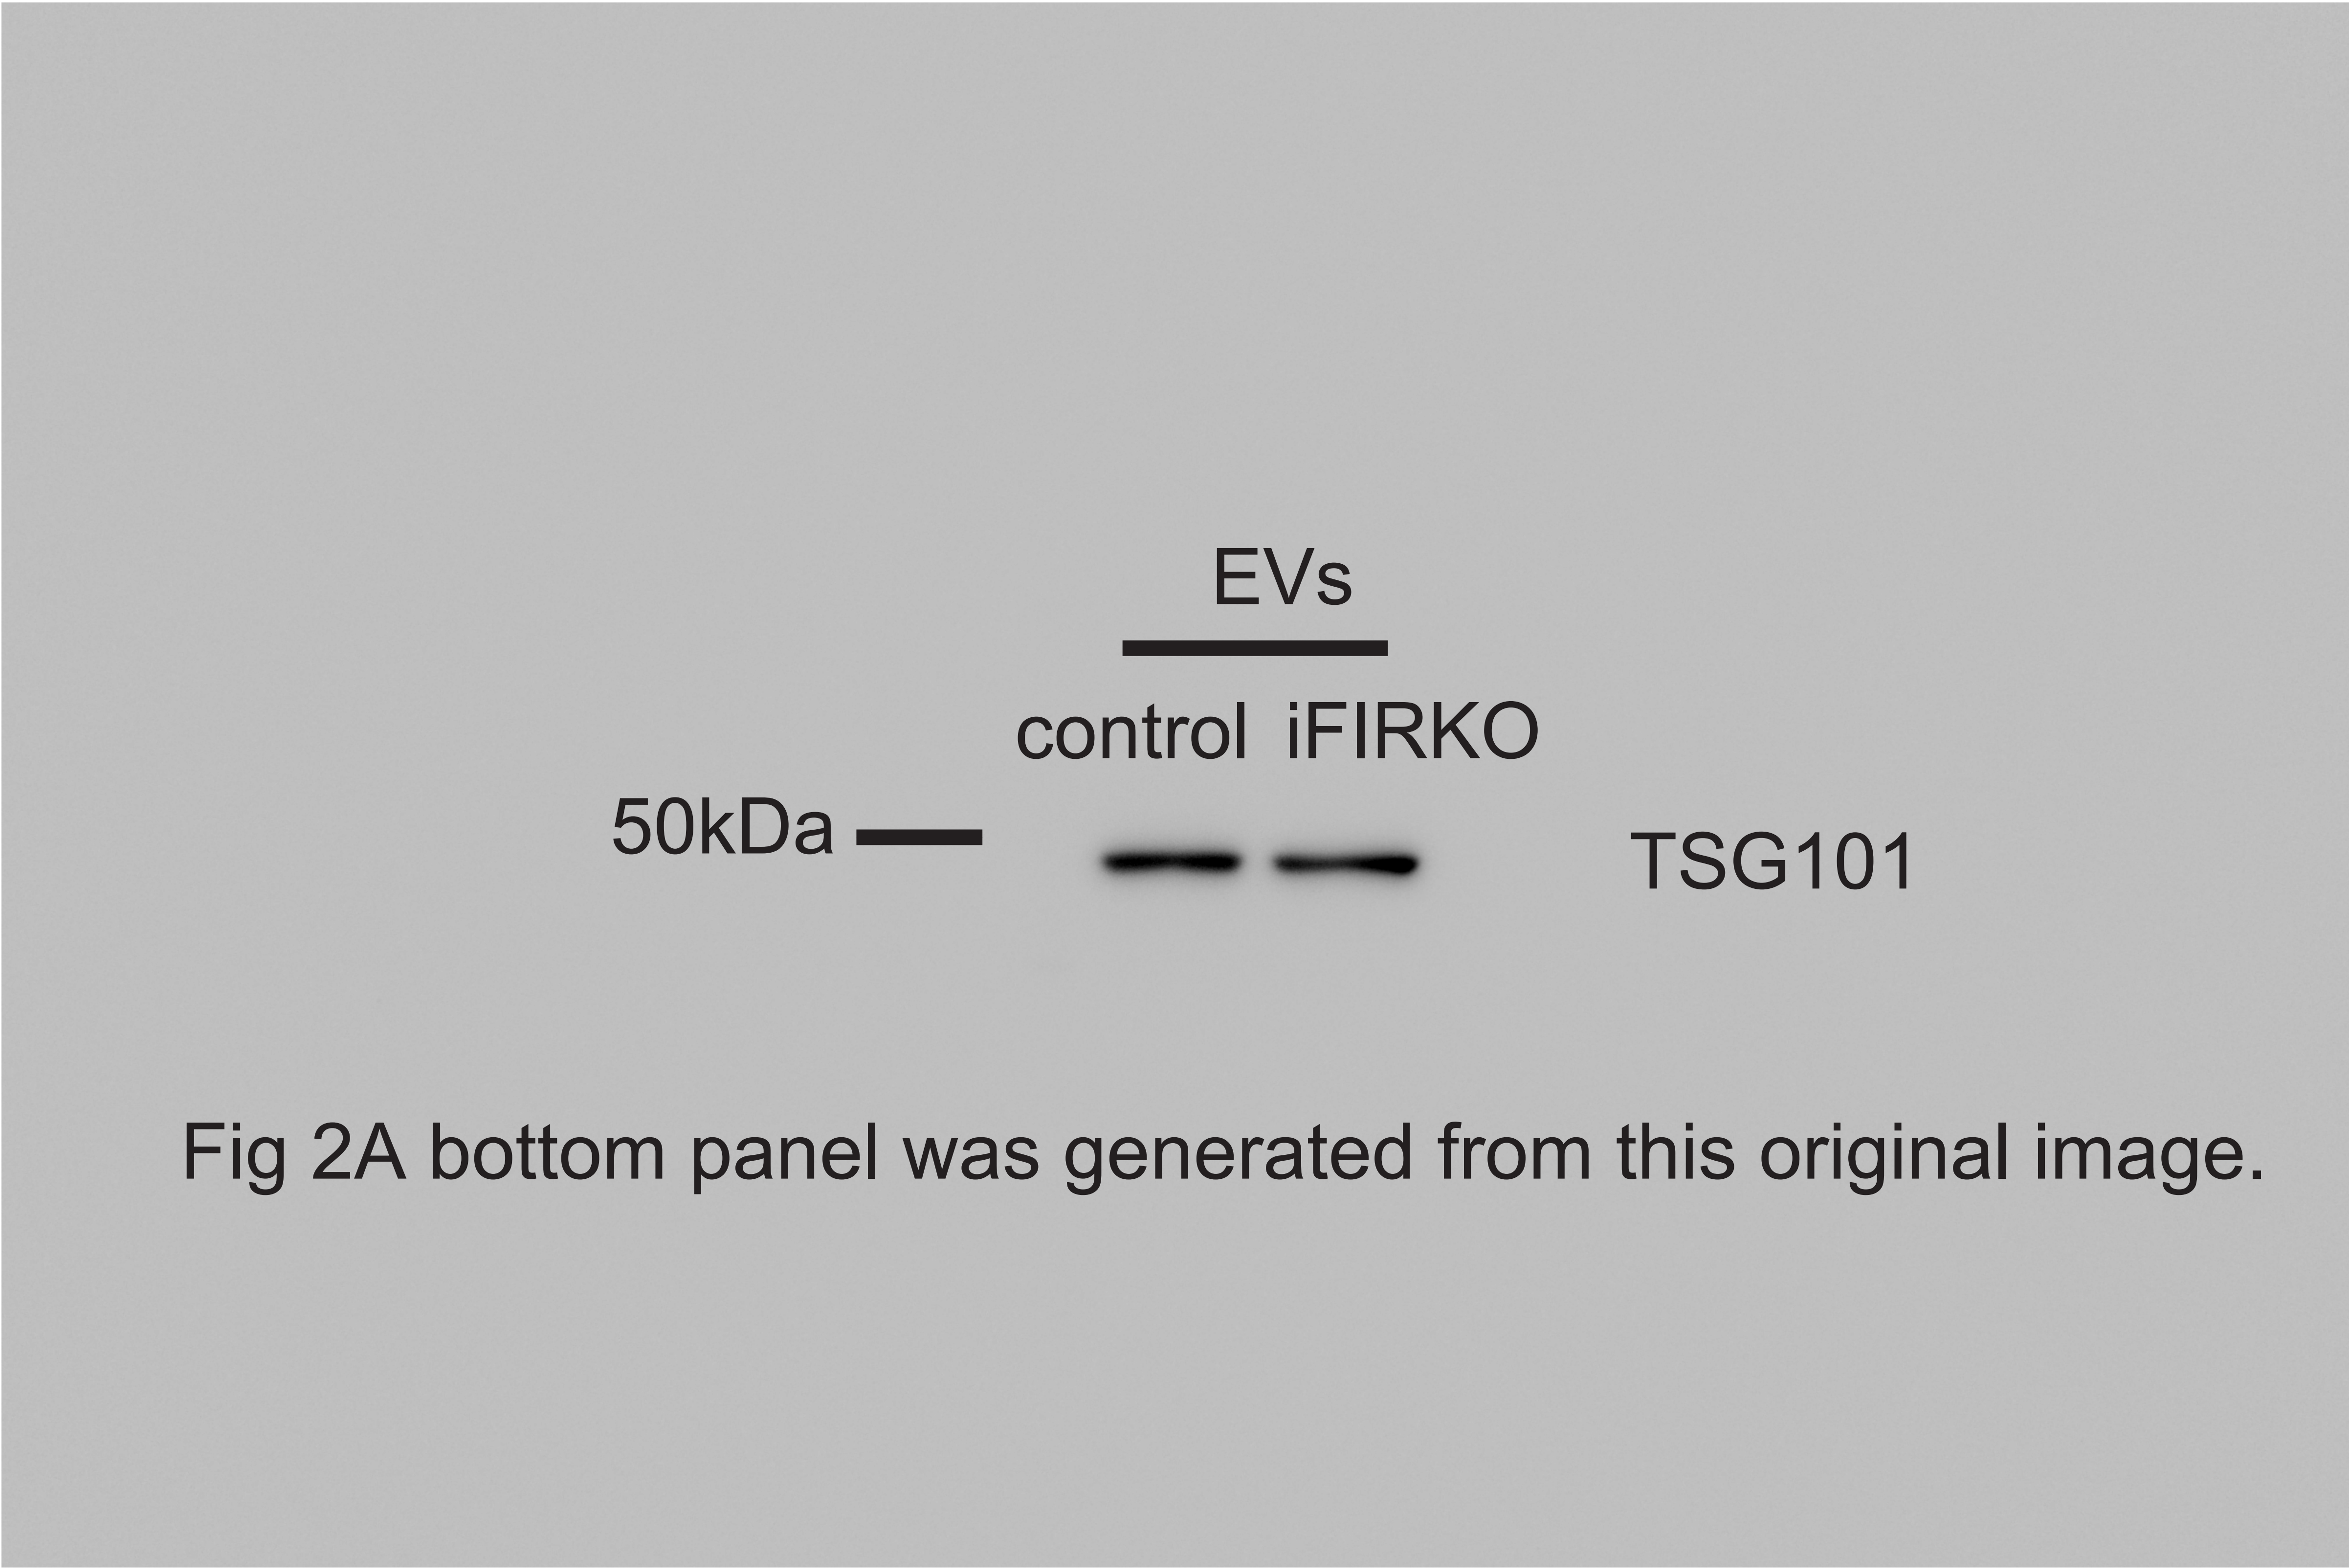

Fig 5B

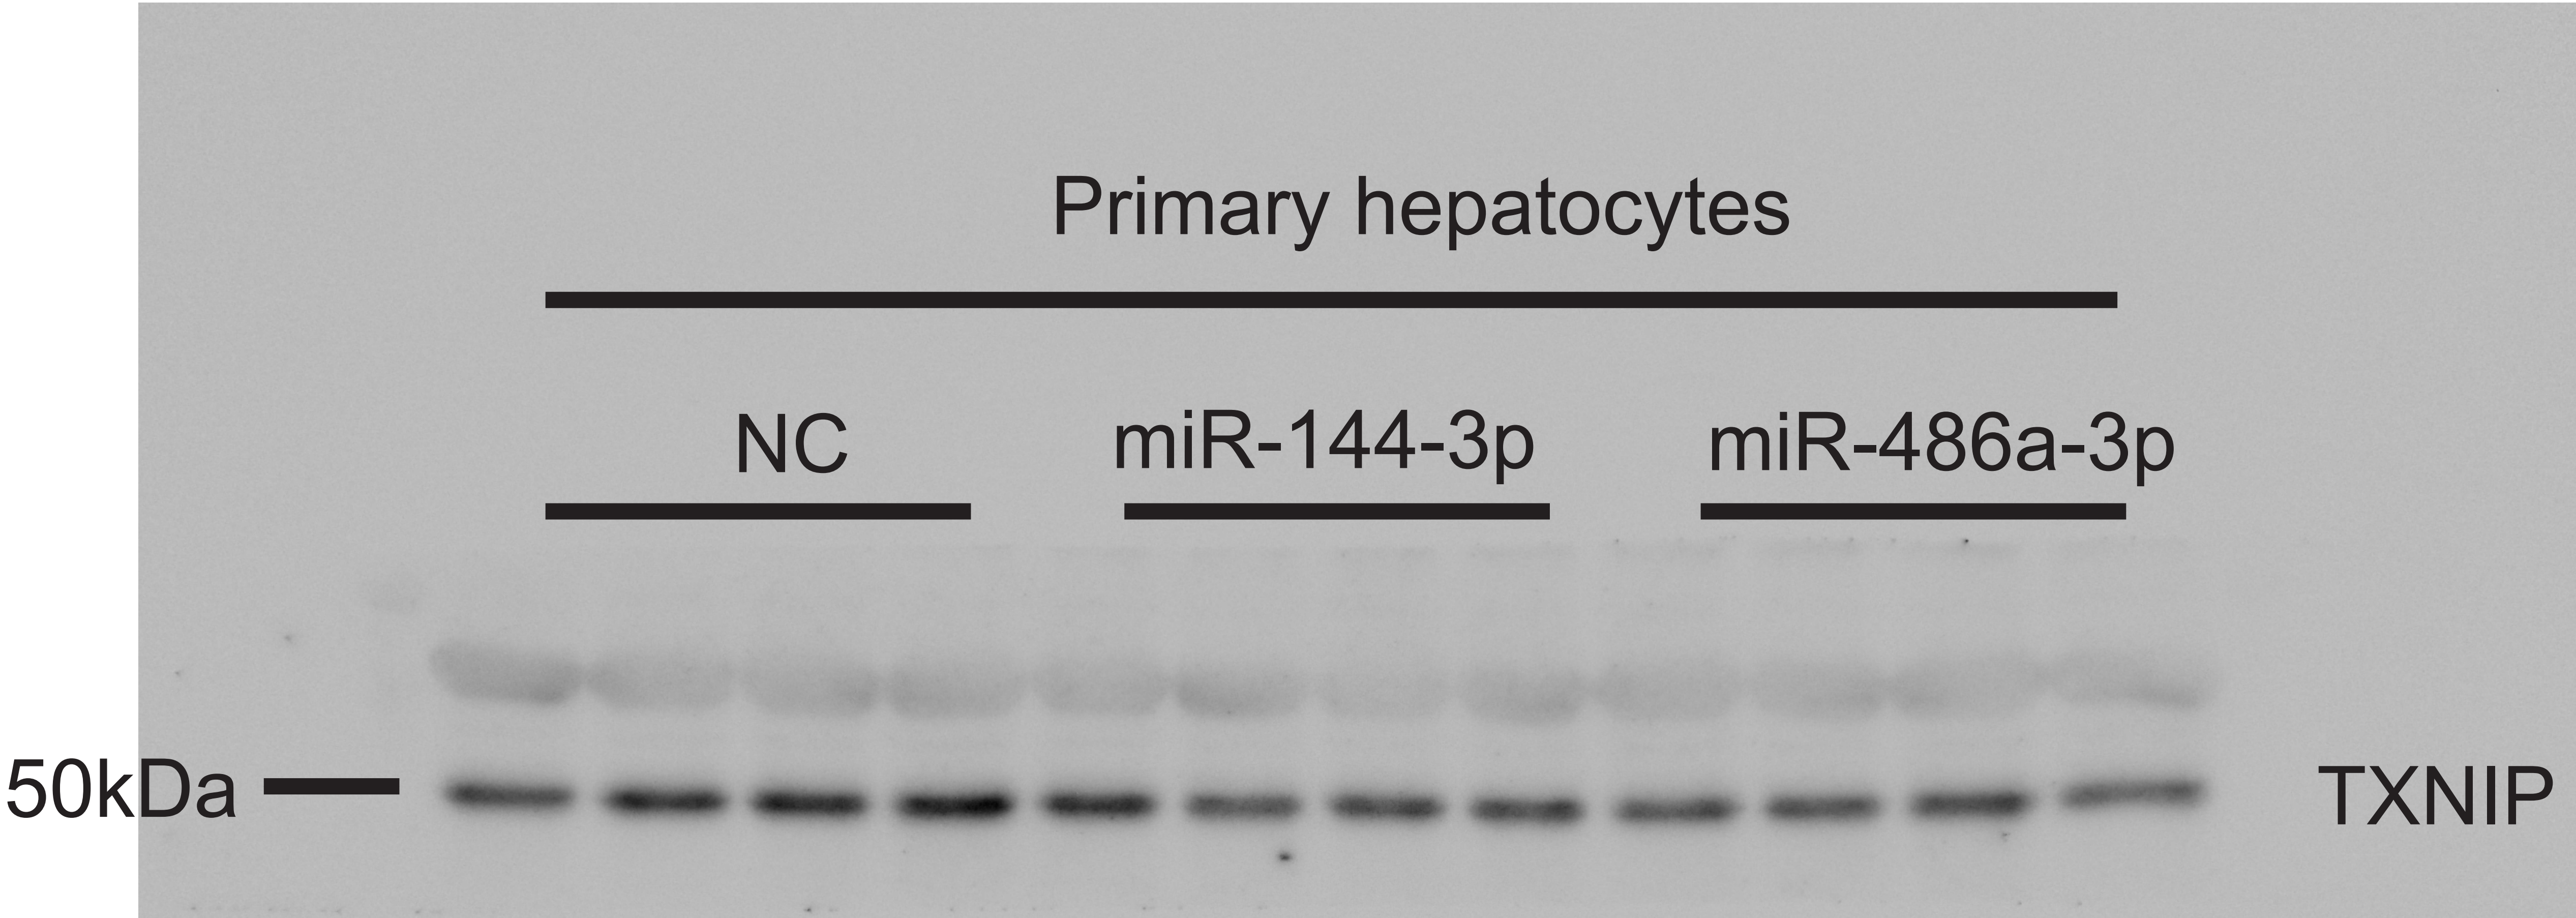

Fig 5B top panel was generated from this original image.

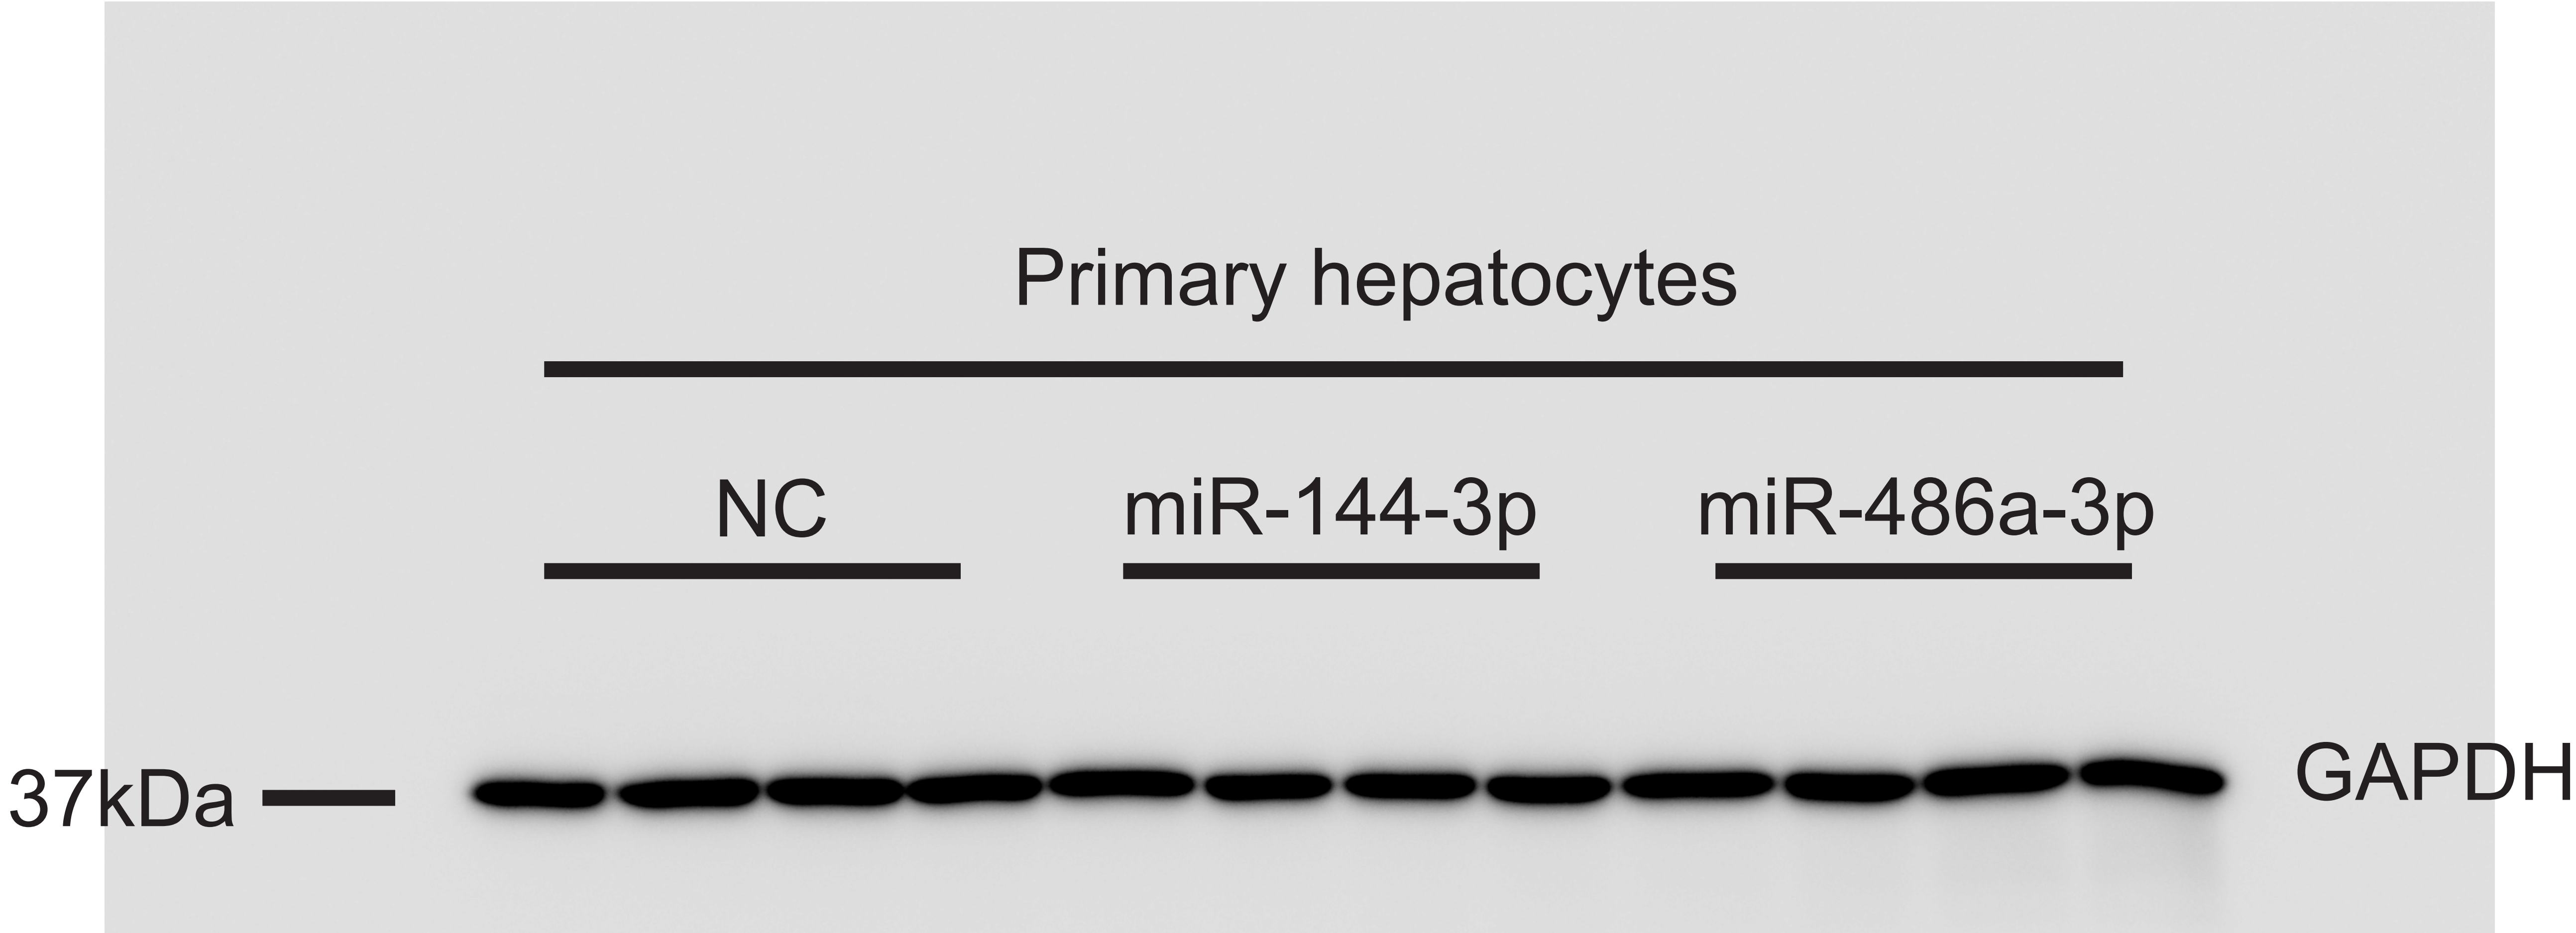

Fig 5B bottom panel was generated from this original image.

Fig 5C

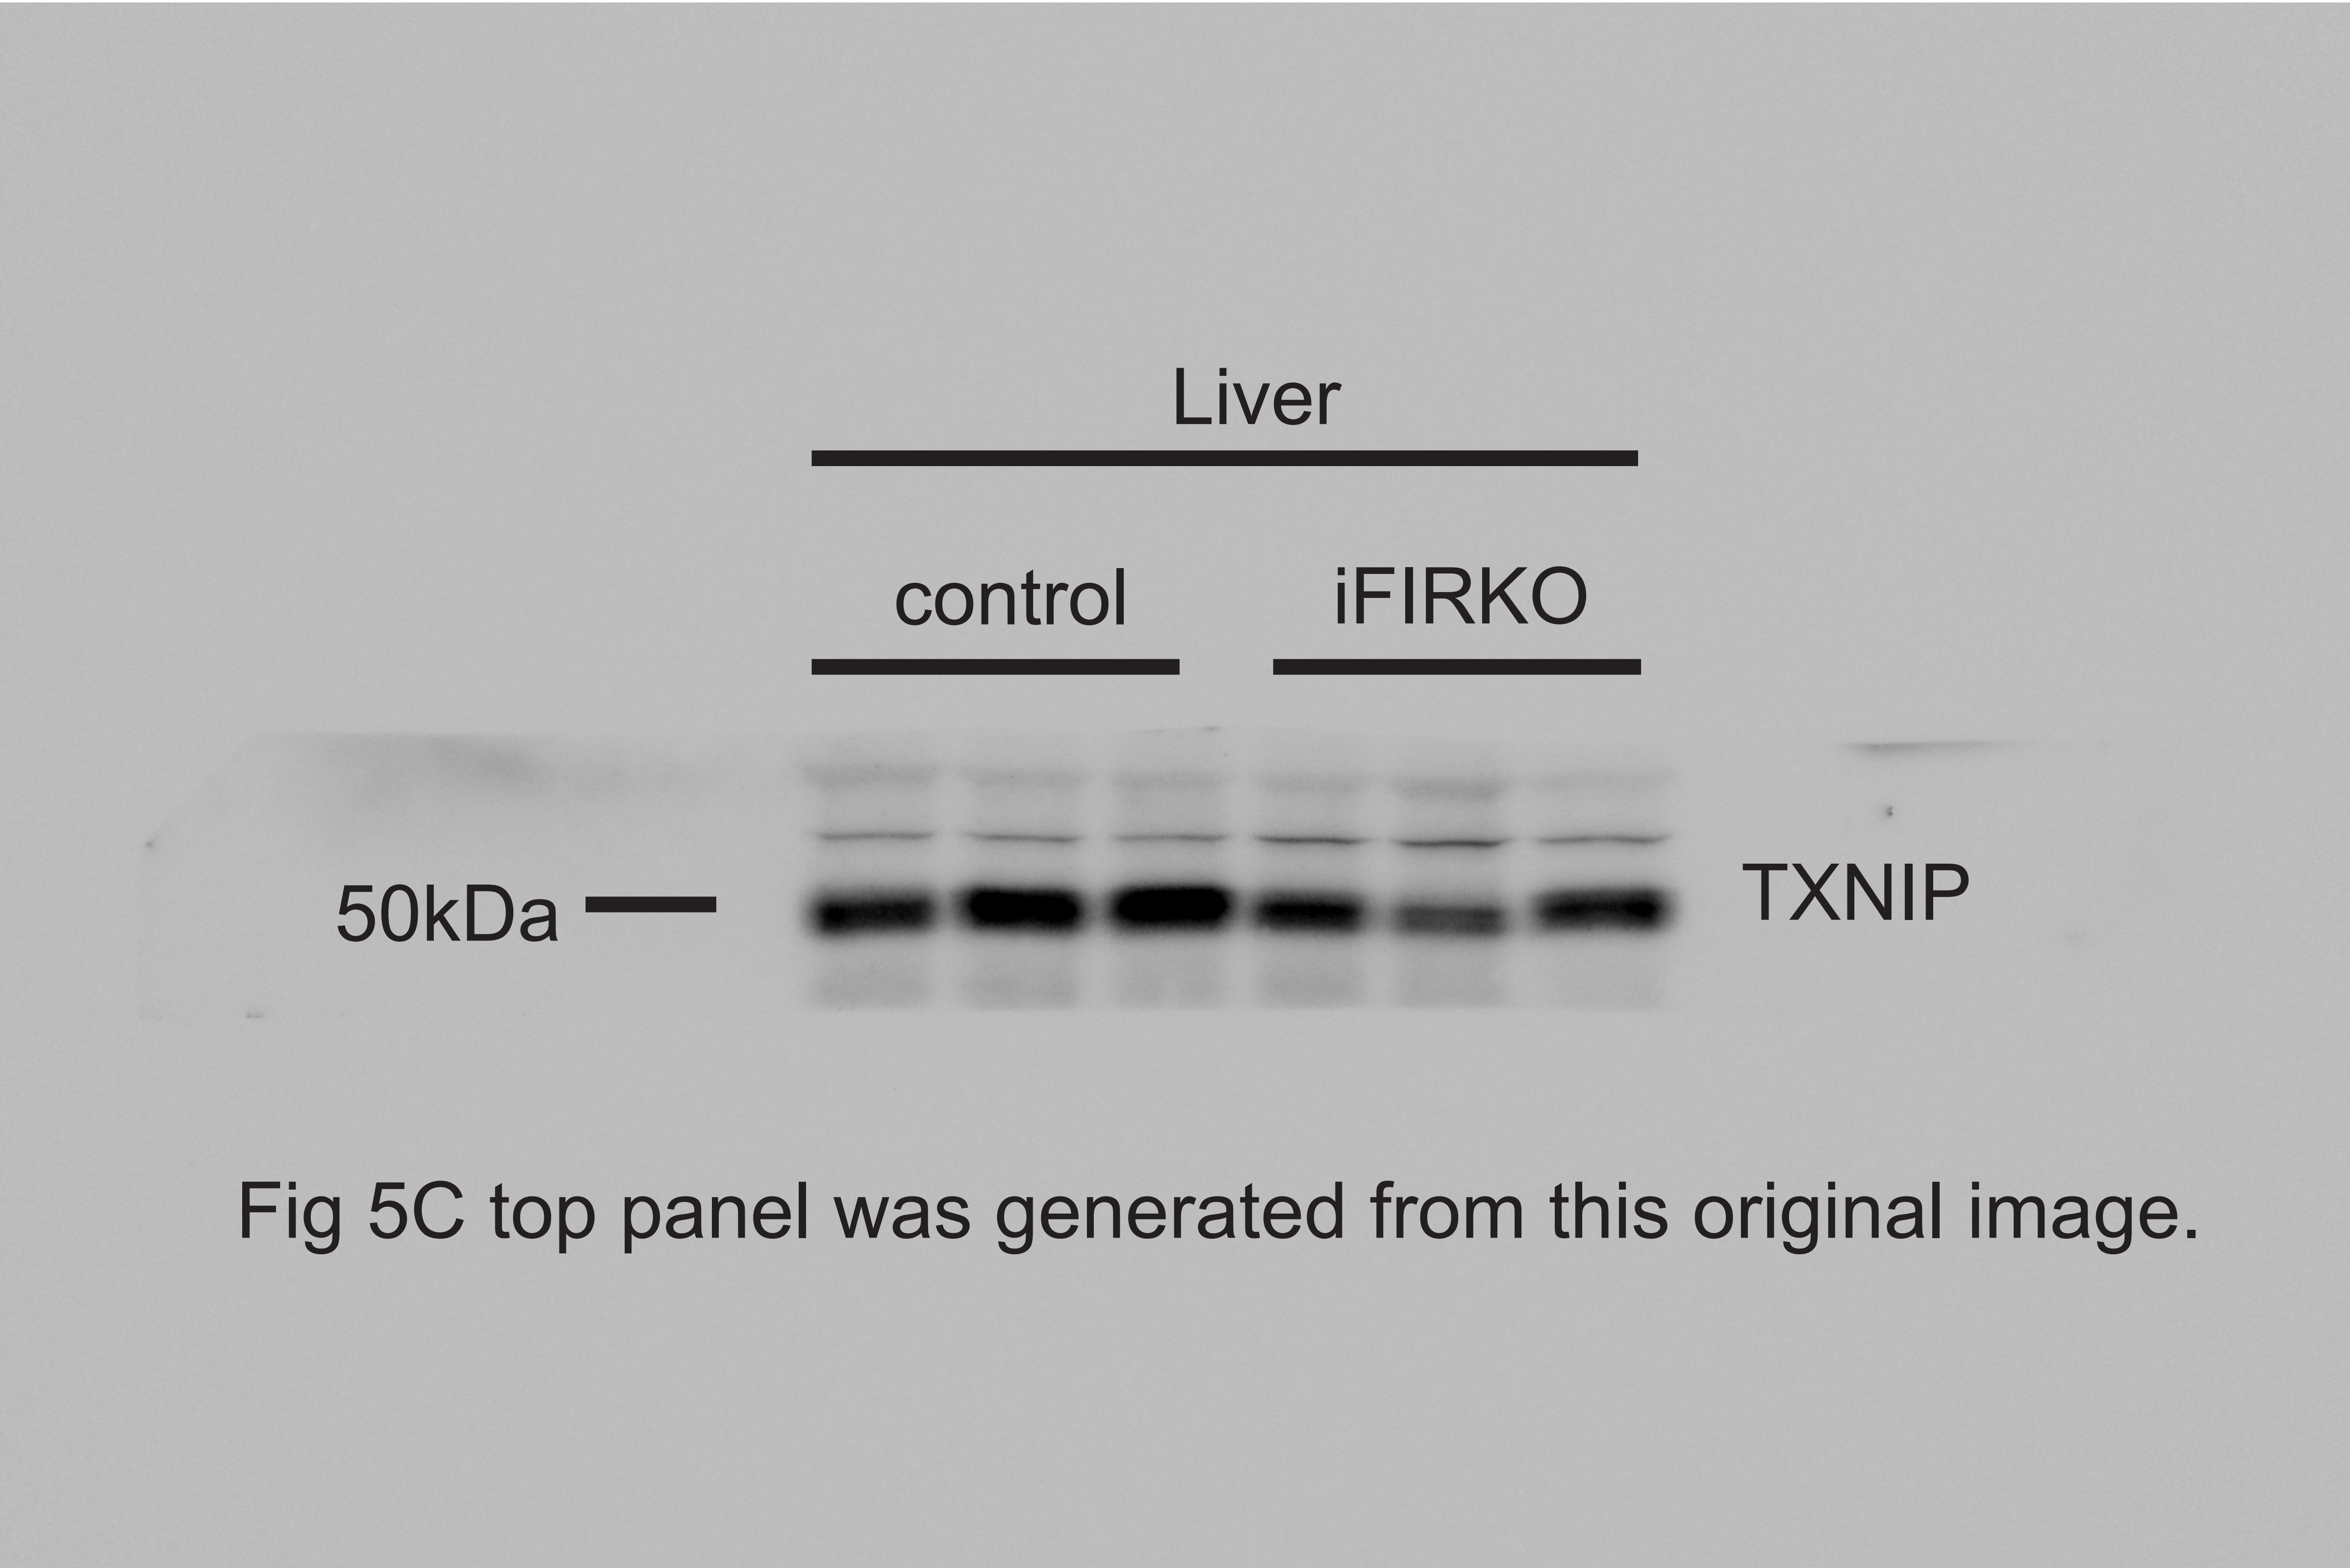

Fig 5C top panel was generated from this original image.

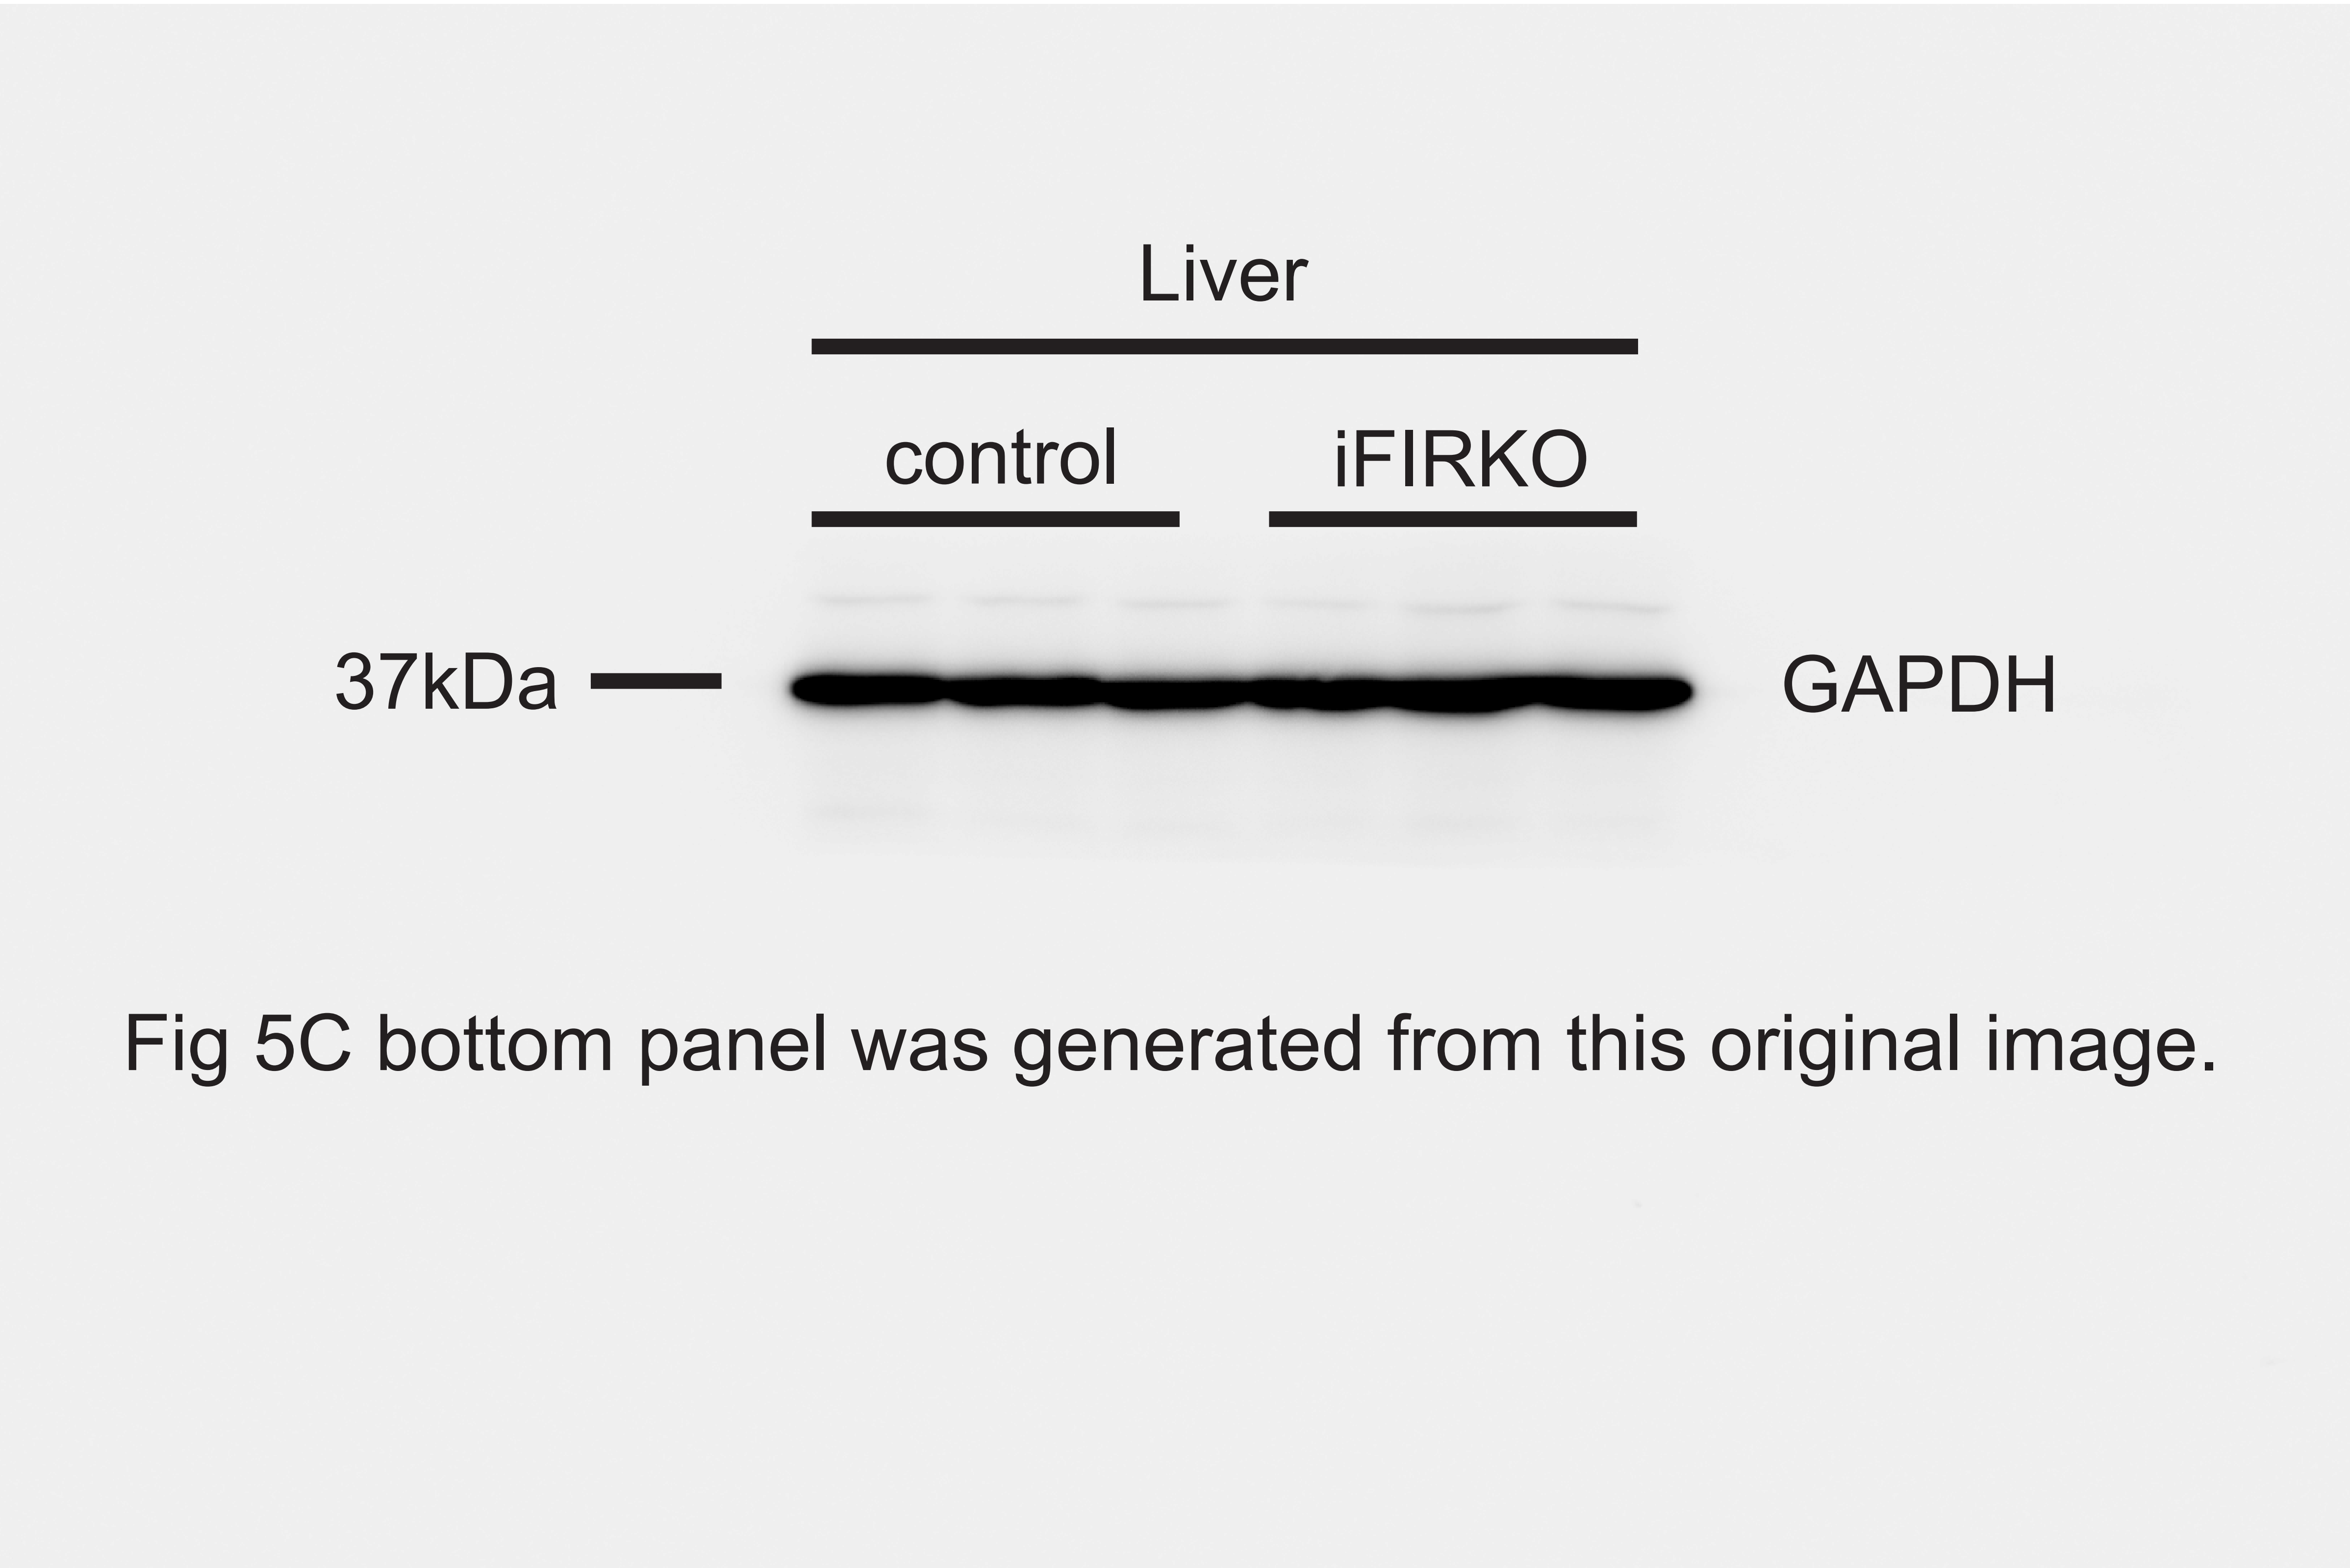

Fig 5C bottom panel was generated from this original image.

How the deposited data were processed for this re-analysis (not part of the article)

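Liver mRNA sequencing of 1 control and 1 iFIRKO sample was analysed, each mapped from the sample labels and the paper's methods. The authors deposited for each library the log2 of a normalized read count per gene symbol, with scaled counts of 1 or less set to 0. The aligner, counter, build, annotation and handling of reads that map to several genes are not stated in the paper's text, and the counting is not stated to use strand, so overlapping and antisense genes are uncertain. Both files hold 53342 rows in the same order and 53241 distinct symbols, of which 49684 (93.3%) are in GENCODE M21 on GRCm38. That annotation supplied positions and sequences.

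The commonest low value of each library was taken as the worth of 1 read pair, which gave 1 factor per library. Of the low values, 50.2% in the control library and 53.4% in the iFIRKO library were then whole reads, so the depths are estimates. Estimated depths were 42276967 reads in the control library and 41305485 in the iFIRKO library, with 2 reads to a pair. A named gene at 3 read pairs or fewer in either library was given no fold change, while the counts of higher and lower genes include such genes through the pseudocount. Intervals are exact Clopper-Pearson intervals at 95%.

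The design fixed before the data were examined assumed TPM, FPKM, CPM or counts and stated its limits in that unit. The deposited unit was another one. The limits were carried over so that 41.792 normalized reads stand for a CPM of 1, after the unit was found, after counts of higher genes at several read minimums had been seen, and with the paper's own count known. The fold threshold of 1.5 is the paper's. Genes at a CPM of 1 or more in 1 or both libraries were tested, with a pseudocount of 0.1.

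With 1 library per genotype no p-value was computed. A gene list was described by the percentile of its median log2 fold change among 10000 random lists matched in 20 strata of mean expression. Co-regulated genes move together, so a list can leave that range without any effect of genotype. Reactome sets (fgsea 1.28.0) were compared in the same way by their number of higher genes, with 1950 of 1979 identifiers matched to a symbol, and cell-cycle lists came from Seurat 5.3.0. Hand-written lists covered erythroid, adipocyte, Kupffer cell and macrophage, neutrophil, B cell, T and NK cell, stellate, endothelial, cholangiocyte and hepatocyte markers, pericentral and periportal genes, and lipid synthesis, cholesterol synthesis, PPARα, lipid storage, FOXO1, ChREBP, acute phase, clock, xenobiotic, sex-biased, p53, interferon and ER stress genes. Genes with a match to positions 2 to 8 of miR-144-3p or miR-486a-3p in the longest annotated 3′UTR were compared with lists matched on 3′UTR length as well.

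Genes named are those the paper names, the 5 largest and 5 smallest folds at a CPM of 10 or more, and up to 3 members of a list by level and 3 by fold. Names outside that rule were chosen after their values were seen. On simulated libraries, 193 of 200 genes changed 2-fold were called in the right direction among 13328 genes, 186 of 200 lists of unchanged genes fell inside the central 95% of matched lists, and 96.2% of 2879 intervals held the true value.

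Alternatives were a pseudocount of a CPM of 1, the plain ratio, no minimum, a minimum in both libraries, a minimum CPM of 5, median-ratio and TMM scaling, a total without the 20 most abundant genes, a fold of 2 and summed duplicate symbols. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, edlib 1.3.9.post1 and R 4.3.3. The miRNA sequencing of serum extracellular vesicles was not analysed here. Results for a few single genes are not reported here.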

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

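The paper analyses the higher genes only. The tests of GC content and length, sex, blood, precursor cells, hepatocyte share and variation between mice were chosen after the result was seen, and the others before. Every pattern here compares 1 library with 1 library.

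The 976 genes more than 1.5-fold lower in iFIRKO outnumber the 597 higher. With genes that differ between mice for reasons unrelated to genotype, independently and with a coefficient of variation of 20%, simulated unchanged genes gave 2555 calls in either direction, and at 15% they gave 1324, against 1573 observed. Such variation gave near-equal numbers in each direction, 658 higher and 666 lower at 15% and 1302 and 1257 at 20% (each number, the total included, is its own median over simulated runs). That balance was built into the simulation, which drew both libraries from the same gene means. It therefore cannot say whether variation between mice gave the excess of lower genes. Genes that vary together between mice were not simulated. How much mice vary within a genotype is not known from these libraries. Genotype and variation between mice therefore cannot be told apart, for the total number of genes or for the excess of lower genes.

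Of 27 fixed lists, 19 had a median outside the central 95% of matched random lists, where 1.4 would be expected if genes were independent. One of these is the G2/M list, which the paper's claim covers. The T and NK cell (-0.98), adipocyte (-0.24), stellate (0.15), cholangiocyte (-0.21), pericentral (-0.14), periportal (-0.02) and ER stress (0.02) lists, with the S list, lay inside it.

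Leukocyte and sinusoidal genes were lower. The median log2 fold change was -0.63 for the Kupffer cell and macrophage list, -1.74 for 3 neutrophil genes, -1.24 for 6 B cell genes, -0.47 for the endothelial list and -0.63 for the interferon list. A larger share of hepatocyte RNA would lower all other cell types alike, but the stellate list had a median of 0.152 and the hepatocyte list was itself slightly lower at -0.155. After removal of the trend with GC content and length, the median over 24 leukocyte genes was -0.869, while the trend itself spanned only -0.045 to 0.039. Fewer leukocytes in this liver, or lower expression in them, stays open and untested.

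Erythroid genes were higher, with a median of 0.951 over 10 tested genes. The 4 globin genes together had 6435 read pairs in the control library and 12427 in the iFIRKO library, a log2 ratio of 0.97, though near-identical globin copies share reads. More blood of unchanged composition would also raise leukocyte lists, whereas the highest median of the neutrophil, B cell and T and NK cell lists was -0.983. The summed reads of 5 precursor genes, *Klf1*, *Epor*, *Gata1*, *Hemgn* and *Rhag*, had a log2 ratio of -0.87 (interval -1.42 to -0.33), from only 85 and 46 read pairs, and *Slc4a1* and *Alas2* went the other way. Precursors and blood of another composition cannot be told apart at this depth.

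Lipid genes moved apart. The lipid synthesis (0.593), lipid storage (0.712) and PPARα (0.444) lists were higher and the cholesterol synthesis list was lower (-0.529). *Scd1* (0.72), *Fasn* (0.69) and *Me1* (1.35) rose and *Idi1* fell by 0.95 on the log2 scale. With the GC and length trend removed, the lipid synthesis and storage genes had a median of 0.672. Insulin resistance of these mice is an open, untested explanation.

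The FOXO1 list had a median of -0.354, with 2 of its 8 tested genes past the threshold, *Igfbp1* (-1.41) and *Irs2* (-1.28), while *G6pc* rose by 0.35 and *Tat* was nearly level at -0.04. The ChREBP list had a median of 0.353 with members on both sides: *Pklr* rose by 1.92 and *Khk* by 1.13, while *Rgs16* fell by 1.09 on the log2 scale. The acute phase (-0.236), clock (-0.196), xenobiotic (0.176) and p53 (0.304) lists also left the range of random lists. No explanation was tested for these.

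The list of sex-biased liver genes had a median of 0.645, with *Cyp2d9* (1.12), *Mup20* (0.89) and *Mup3* (0.67) higher, and 8 of 15 tested genes past the threshold upwards and 2 downwards. Mup genes are near-identical copies, so their separate values are uncertain. A difference in sex was tested with 4 Y chromosome genes, whose summed reads had a log2 ratio of 0.07 (interval -0.01 to 0.15), which argues against it. Variation between mice of the same sex stays open.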

How the results depend on the processing

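The number of genes past the threshold depended on the treatment of low genes. It was 371 higher and 576 lower with a pseudocount of 41.8 normalized reads, 1960 and 2620 without an expression minimum, 288 and 440 with a minimum of 209 normalized reads, and 209 and 267 with a fold above 2. The other settings set beforehand gave 437 to 624 higher genes. The plain ratio of genes with at least 20 normalized reads in both libraries, chosen after seeing the values, gave 619 higher genes, of which 562 were among the 597. The share of higher among all called genes was 38.0% in the main setting and 34.6% with median-ratio scaling, and no scaling moved it by more than that.

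The cell-cycle list median was 0.763 for the G2/M list alone and reversed to -0.104 for the S list alone. The combined median fell from 0.261 to 0.163 without an expression minimum and to 0.168 with the minimum in both libraries, and lay between 0.23 and 0.266 under the other settings. Cell-cycle pathway genes among the higher genes fell from 39 to 22 with the minimum of 209 normalized reads, where fewer genes are tested. The median of miRNA seed-site genes, 0.001, changed sign to -0.008 with 8mer sites only, -0.02 with median-ratio scaling and -0.012 without the 20 most abundant genes in the total, all of them near 0.

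Among the marker lists, the T and NK cell list of 2 genes moved to -0.582 with a pseudocount of 41.8 normalized reads, -1.072 as a plain ratio and -0.792 without a minimum. The neutrophil list of 3 genes moved from -1.74 to -0.957 without a minimum, -1.104 with a pseudocount of 41.8 normalized reads and -1.385 with the minimum in both libraries or a minimum of 209 normalized reads. It changed less, to -1.813 as a plain ratio, -1.758 with median-ratio scaling and -1.751 without the 20 most abundant genes. The adipocyte list reversed to 0.567 without a minimum, where genes near 0 enter, and the ER stress list to -0.009 with a minimum of 209 normalized reads and to -0.005 with median-ratio scaling. Except where a construction is named, the cause was not tested.

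Of 162 single genes followed, 23 had a value that left its interval under some setting (29 values, 15 closer to 0 and 14 farther from it), and none changed sign. Fisher tests on the reads and size factors from whole counts, planned for raw counts, were not run, since the deposited values are not whole counts. No paired analysis was possible because each group has 1 library. At this depth, genes near the minimum of 41.8 normalized reads have the largest counting error.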

Differences from the paper's values

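No value of the main setting differed from the paper's by the limits used. A count had to be more than 1.5-fold away. A gene's fold had to be that far away and also beyond the reading error of the figure. For *Cdk2*, read at about 1.3, a library with no change could not have passed these limits, so they say little for that gene. The paper counts 635 higher genes and the main setting gave 597. Of the alternatives set before the data were examined, the plain ratio came closest with 624, and the plain ratio of genes with at least 20 normalized reads in both libraries, chosen after seeing the values, gave 619. No setting gave the paper's count exactly. Counts of 371 with a pseudocount of 41.8 normalized reads, 1960 without a minimum, 288 with a minimum of 209 normalized reads and 209 with a fold above 2 were more than 1.5-fold away.

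By quantitative RT-PCR the paper reports that *Cdk2* was higher in the liver, with a fold of about 1.3 in Fig 1E, read by eye. In the libraries its fold was 1.05, with an interval from 0.884 to 1.25 that includes no change. The reading of about 1.3 lies above that interval, but by less than its estimated reading error of 0.07. Counting error therefore cannot be set aside. The RT-PCR fold was taken against *Rplp0*, and the library fold was not. *Rplp0* had a fold of 0.863 in these libraries, so a *Cdk2* fold taken against it would be higher. The reading is approximate, and the interval leaves out variation between mice. The RT-PCR mice and the sequenced samples are not stated to be the same.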

Other observations

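The tests in the next 2 paragraphs were set before list medians and seed-site values were examined, but after single values of *Txnip* and several cell-cycle genes had been seen; the tests of GC content, of precursor cells and of scaling against other genes were chosen after the result was seen.

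The higher cell-cycle genes were set against technical and cellular explanations. More leukocytes would raise leukocyte lists, but the highest of the 4 leukocyte medians was -0.628. Under the other scalings the list median was 0.241 at its lowest, which met neither preset outcome, a fall to the median of all genes or a median above 0.5. A scaling moves every gene of a library alike, so it would leave the list level with other genes. The list median was 0.261 (interval 0.065 to 0.457), above every matched random list, while all genes had a median of 0.008. The G2/M list, at 0.763 (lower interval limit 0.343), lay above its matched random lists (-0.103 to 0.087), and the S list was at -0.104. These values argue against the authors' scaling as the cause. For the G2/M list the GC and length correction left a median of 0.771. More erythroid cells met its preset limits with an erythroid median of 0.951. Genes of the dividing precursors, however, fell by 0.87 on the log2 scale. From these libraries alone, more erythroid cells cannot be told apart from an effect in hepatocytes. By immunostaining of the liver, the paper found HNF4α in most Ki-67-positive cells and reads this as hepatocyte proliferation (Fig 1F and 1G). A hypothesis that follows from the S list is that cells gathered in G2 or mitosis without more cells in S phase. *Rrm2* (0.74) rose, *Dtl* (-1.35) and *Clspn* (-1.09) fell, and no test of cell-cycle position was possible.

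For the fall of *Txnip*, repression of seed-site transcripts as a group was tested on 3431 genes with a site for miR-144-3p or miR-486a-3p. Their median log2 fold change of 0.001 lay at the percentile of 37.63 among matched lists, and for the 403 genes with both sites it was -0.01, which argues against a shift of the group at this depth. It does not bear on *Txnip* itself, which holds no such site. Lower ChREBP activity would lower its other targets, but their median was 0.467, with 3 higher and 2 lower of 8. *Arrdc4* fell with *Txnip*, from 1068 to 625 normalized reads, a gene named after its values were seen.

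The paper normalized pri-miRNA levels to *Gapdh* and mRNA levels to *Rplp0*. In these libraries *Gapdh* was higher in iFIRKO by a log2 fold change of 0.55 (interval 0.52 to 0.57) and *Rplp0* lower by a log2 fold change of -0.21 (interval -0.26 to -0.16). *Mir144*, *Mir486*, *Mir451a* and *Mir16-2* were listed at 0 in both libraries. The libraries were made from mRNA, and these rows cover only short annotated miRNA genes. The values of 0 therefore cannot show whether the pri-miRNAs were absent from the liver. The paper measured some of these pri-miRNAs in the liver by quantitative RT-PCR. *Pparg* had a log2 fold change of 0.91 and *Hnf4a* of -0.04.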
